# Health benefits attributed to 17α-estradiol, a lifespan-extending compound, are mediated through estrogen receptor α

**DOI:** 10.7554/eLife.59616

**Published:** 2020-12-08

**Authors:** Shivani N Mann, Niran Hadad, Molly Nelson Holte, Alicia R Rothman, Roshini Sathiaseelan, Samim Ali Mondal, Martin-Paul Agbaga, Archana Unnikrishnan, Malayannan Subramaniam, John Hawse, Derek M Huffman, Willard M Freeman, Michael B Stout

**Keywords:** 17α-estradiol, aging, estrogen receptor, hypothalamus, metabolism, obesity, Mouse, Rat

## Abstract

Metabolic dysfunction underlies several chronic diseases, many of which are exacerbated by obesity. Dietary interventions can reverse metabolic declines and slow aging, although compliance issues remain paramount. 17α-estradiol treatment improves metabolic parameters and slows aging in male mice. The mechanisms by which 17α-estradiol elicits these benefits remain unresolved. Herein, we show that 17α-estradiol elicits similar genomic binding and transcriptional activation through estrogen receptor α (ERα) to that of 17β-estradiol. In addition, we show that the ablation of ERα completely attenuates the beneficial metabolic effects of 17α-E2 in male mice. Our findings suggest that 17α-E2 may act through the liver and hypothalamus to improve metabolic parameters in male mice. Lastly, we also determined that 17α-E2 improves metabolic parameters in male rats, thereby proving that the beneficial effects of 17α-E2 are not limited to mice. Collectively, these studies suggest ERα may be a drug target for mitigating chronic diseases in male mammals.

## Introduction

Aging is the leading risk factor for most chronic diseases, many of which are associated with declines in metabolic homeostasis (López-Otín et al., 2013). Metabolic detriments associated with advancing age are further exacerbated by obesity (Villareal et al., 2005; Waters et al., 2013), which has risen substantially in the older population (>65 years) over the past several decades (Flegal et al., 2010; Flegal et al., 2016). Moreover, obesity in mid-life has been shown to accelerate aging mechanisms and induce phenotypes more commonly observed in older mammals (Bischof and Park, 2015; Horvath et al., 2014; Nevalainen et al., 2017; Yang et al., 2009; Whitmer et al., 2005a; Whitmer et al., 2005b; Dye et al., 2017). These observations have led many to postulate that obesity may represent a mild progeria syndrome (Salvestrini et al., 2019; Tzanetakou et al., 2012; Pérez et al., 2016; Tchkonia et al., 2010; Stout et al., 2017a). Although it is well established that dietary interventions, including calorie restriction, can reverse obesity-related metabolic sequelae, many of these strategies are not well tolerated in older patients due to concomitant comorbidities (Villareal et al., 2005; Jensen et al., 2014). Compliance issues across all age groups also remain a paramount hurdle due to calorie restriction adversely affecting mood, thermoregulation, and musculoskeletal mass (Dirks and Leeuwenburgh, 2006). These adverse health outcomes demonstrate the need for pharmacological approaches aimed at curtailing metabolic perturbations associated with obesity and aging.

17α-estradiol (17α-E2) is one of the more recently studied compounds to demonstrate efficacy for beneficially modulating obesity- and age-related health outcomes. The NIA Interventions Testing Program (ITP) found that long-term administration of 17α-E2 extends median lifespan of male mice in a dose-dependent manner (Strong et al., 2016; Harrison et al., 2014). Our group has been exploring potential mechanisms by which 17α-E2 may improve healthspan and extend lifespan in a sex-specific manner. We have found that 17α-E2 administration reduces calorie intake and regional adiposity in combination with significant improvements in a multitude of systemic metabolic parameters in both middle-aged obese and old male mice without inducing deleterious effects (Stout et al., 2017b; Steyn et al., 2018; Miller, 2020). Other groups have also determined that lifelong administration of 17α-E2 beneficially modulates metabolic outcomes, including glucose tolerance, mTORC2 signaling, and hepatic amino acid composition and markers of urea cycling, which were reported to be dependent upon the presence of endogenous androgens (Garratt et al., 2017; Garratt et al., 2018). Additionally, multiple lifespan extending compounds, including 17α-E2, exhibit similar modifications in liver function (Tyshkovskiy et al., 2019). In all, recent studies by several independent laboratories strongly indicate that the lifespan-extending effects of 17α-E2 are at least associated with, if not dependent on, metabolic improvements.

Despite the mounting evidence demonstrating that 17α-E2 improves numerous health parameters, the signaling mechanism(s) and primary tissues through which 17α-E2 elicits these benefits remain unknown. Although 17α-E2 is a naturally occurring enantiomer to 17β-estradiol (17β-E2), it has been postulated that 17α-E2 signals through a novel uncharacterized receptor (Toran-Allerand, 2005; Toran-Allerand et al., 2002; Toran-Allerand et al., 2005; Green and Simpkins, 2000) as opposed to classical estrogen receptors α (ERα) and β (ERβ), which is due to 17α-E2 having significantly reduced binding affinity for ERα and ERβ as compared to 17β-E2 (Edwards and McGUIRE, 1980; Korenman, 1969; Littlefield et al., 1990; Anstead et al., 1997). For this reason, 17α-E2 is often referred to as a non-feminizing estrogen (Green and Simpkins, 2000; Engler-Chiurazzi et al., 2017; Kaur et al., 2015). A few studies have suggested that a novel but uncharacterized estrogen receptor, termed ER-X, may mediate 17α-E2 actions in the brain (Toran-Allerand, 2005; Toran-Allerand et al., 2002; Toran-Allerand et al., 2005; Green and Simpkins, 2000), although more recent studies supporting this hypothesis are lacking in the literature. Similarly, no reports to date have directly tested whether the doses of 17α-E2 shown to improve healthspan and lifespan in mice are mediated through ERα and/or ERβ.

There is a multitude of data in the diabetes and metabolism literature demonstrating that ERα is a regulator of systemic metabolic parameters. Although most of these studies have historically been performed in female mammals, more recent studies have demonstrated that ERα also plays a critical role in modulating metabolism in male mammals. For instance, Allard and colleagues recently demonstrated that genomic actions of ERα regulate systemic glucose homeostasis in mice of both sexes and insulin production and release in males (Allard et al., 2019). Other studies have also determined that hepatic steatosis and insulin sensitivity, and therefore the control of gluconeogenesis, are regulated through FOXO1 in an ERα-dependent manner in male mice (Yan et al., 2019). Furthermore, hepatocyte-specific deletion of ERα was sufficient to abrogate similar estrogen-mediated metabolic benefits (Guillaume et al., 2019; Qiu et al., 2017; Meda et al., 2020). Given that several reports have linked the administration of 17α-E2 to improvements in metabolic homeostasis, we hypothesized that 17α-E2 signals through ERα to modulate hepatic function and systemic metabolism, thereby potentially contributing to the lifespan-extending effects of 17α-E2.

The work outlined in this report sought to determine if ERα is the primary receptor by 17α-E2 signals and modulates health parameters in mice. We initially determined that 17α-E2 and 17β-E2 elicit similar genomic actions through ERα. Given that no studies to date have tested the potential role of ERα in modulating 17α-E2-mediated effects in vivo, we treated obese wild type (WT) and ERα knockout (ERα KO) littermate mice with 17α-E2 to determine if the ablation of ERα could attenuate 17α-E2-induced benefits on adiposity, metabolic homeostasis, and hepatic function. We found that the ablation of ERα completely attenuated all beneficial metabolic effects of 17α-E2. Follow-up studies in male WT rats undergoing hyperinsulinemic-euglycemic clamps revealed that 17α-E2 modulates hepatic insulin sensitivity following acute exposure. Given the established connection between the hypothalamus and liver in the modulation of hepatic insulin sensitivity (Könner et al., 2007; Ruud et al., 2017; Pocai et al., 2005a; Pocai et al., 2005b; Dodd et al., 2018), coupled with our data demonstrating ERα-dependency of 17α-E2 actions on metabolic parameters, we speculate that 17α-E2 acts through ERα in the liver and/or hypothalamus to improve metabolic homeostasis in male mammals.

## Results

### 17α-E2 and 17β-E2 similarly modulate genomic binding and transcriptional activity of ERα

Ligand-mediated ERα dimerization leads to nuclear translocation and transcriptional activity. Previous work has shown that 17α-E2 and 17β-E2 can bind to ERα with different affinities (Edwards and McGUIRE, 1980; Korenman, 1969; Littlefield et al., 1990; Anstead et al., 1997), yet potential differences in resultant genomic binding and transcriptional activity between the two ligands remains unexplored. 

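U2OS is a human osteosarcoma cell line, and the cells used here carry a flag-tagged ERα under a promoter that doxycycline switches on. 17α-E2 and 17β-E2 are stereoisomers of estradiol, identical except for the orientation of the hydroxyl group that gives them their names. For ChIP-sequencing, DNA bound by ERα was recovered with an antibody against the flag tag after 24 h of treatment with 10 nM 17α-E2, 100 nM 17α-E2, 10 nM 17β-E2 or ethanol vehicle, with 3 samples per group. The authors aligned the reads to the hg19 (GRCh37) genome with bowtie2, marked duplicates, merged the replicates of each group and called peaks with MACS2 against sequenced input, with the reads treated as single-end tags. The deposited files are therefore 1 peak list per group, and the spread between replicates cannot be read from them. After duplicates were removed by the peak caller, 54261185 tags remained for vehicle, 53683114 for 10 nM 17α-E2, 52178163 for 100 nM 17α-E2 and 55156382 for 17β-E2, each set against the same 33495427 tags of input. Each peak carries its start, end, summit, tag pileup, fold enrichment over the input and −log10 q as the authors' peak caller gave them, and these values serve here only to describe or rank peaks within a list. From the lists, peaks of different groups were counted as shared when they overlapped by at least 1 bp, and motifs were searched in the genome sequence within 250 bp of each summit. Shares of peaks are given with 95% Wilson intervals, which cover counting error only, since peaks are not replicates.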

We assessed ERα DNA binding and transcriptional induction following exposure to 17β-E2 (10 nM) or 17α-E2 (10 nM or 100 nM) in U2OS cells that stably express ERα following doxycycline induction. We chose to use these cells because they do not endogenously express any form of ERα or ERβ and have been extensively utilized to elucidate the effects of ERα and ERβ agonists and antagonists on gene expression (Monroe et al., 2003; Monroe et al., 2005). ChIP-sequencing revealed peaks of ERα genomic binding in all conditions, that when compared, are qualitatively similar across treatments (Figure 1A). 

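ERα was found at 10594 peaks in vehicle-treated cells, at 30106 with 10 nM 17α-E2, at 31948 with 100 nM 17α-E2 and at 31819 with 10 nM 17β-E2. The peaks covered 3.59 Mb of the genome in vehicle and 11.8, 13.2 and 13.0 Mb with the estrogens in the same order. An intergenic region on chromosome 8, from 98776231 to 98777152 (GRCh37/hg19) in the vehicle list, was among the 3 peaks of highest fold enrichment in every list. Its summit lies 10655 bp from the start of LAPTM4B, which encodes a lysosomal membrane protein. The sequence around the summits holds GGGCAGTGTGACC, from 98776614 to 98776626, and GGGCAATGTGACC, from 98776706 to 98776718, each of which departs from the palindromic ERE at 1 of its 10 fixed bases. The other top peaks of vehicle-treated cells lie in introns of MVB12B, on chromosome 9 from 129246442 to 129248197, and of SYTL3, on chromosome 6 from 159125454 to 159127047. With 10 nM 17α-E2, the highest fold enrichment (61.3) was at an intergenic peak on chromosome 2 from 240628184 to 240629739, and the region was also first with 100 nM 17α-E2 (67.0). An intron of PALM, on chromosome 19 from 726907 to 727759, held a top peak with 100 nM 17α-E2 and, nearly at the same bounds, with 17β-E2. An intron of PTPRN2, on chromosome 7 from 158349150 to 158350399, held the remaining top peak with 17β-E2. Merging all lists gave 35902 regions, of which 9931 (27.7%) held a peak in every group, 16515 (46.0%) held a peak with each of the 3 estrogen treatments and none in vehicle, and 132 held a peak in vehicle alone.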

Statistically significant differences in ERα binding were determined by negative binomial regression with a Wald’s pairwise post-hoc comparison (false discovery rate correction, FDR < 0.05). 

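Over the whole lists, which are about 3 times as long with estrogen as in vehicle, most peaks of estrogen-treated cells had no overlapping vehicle peak, while among the strongest peaks most had one. A vehicle peak overlapped 33.6% of the peaks seen with 10 nM 17α-E2 (95% interval 33.1 to 34.2), 31.6% of those with 100 nM 17α-E2 (31.1 to 32.1) and 31.6% of those with 17β-E2 (31.1 to 32.2). Among equal numbers of the strongest peaks of each list these shares were 70.5%, 68.0% and 67.6%, in the strongest 25% of each estrogen list 79.7%, 75.7% and 75.0%, and among estrogen peaks with a −log10 q of at least 10 they were 50.6%, 46.9% and 46.8%. In the other direction, 98.0% of vehicle peaks overlapped a peak seen with 10 nM 17α-E2, 97.8% with 100 nM 17α-E2 and 97.6% with 17β-E2. Peaks placed at random on the same chromosome overlapped a vehicle peak in 0.321% to 0.370% of cases. Among the regions that open the sheets of Supplementary file 1 against vehicle, of which the first 1999 of 30158 regions per sheet were read here, several held a peak with all 3 estrogen treatments and none in vehicle. They include an intron of the long noncoding RNA LINC01898 on chromosome 18 from 73415608 to 73416430, an intron of KLC3 on chromosome 19 from 45852091 to 45853050 and an intron of JAG2, which encodes a Notch ligand, on chromosome 14 from 105628706 to 105629316. Others are an intergenic peak on chromosome 1 from 1342715 to 1343323, 332 bp from the start of MRPL20, and an intron of RTN4R on chromosome 22 from 20243484 to 20244060, which holds GGGCAGCCTGACC from 20243885 to 20243897. A region on chromosome 8 from 143063683 to 143066242, in the intergenic sequence on the side of the 3' end of TSNARE1, had a peak in every list, which in vehicle was near the weak end of the list, at a fold enrichment of 2.88 against a median of 6.69. Within their own lists, estrogen peaks without a vehicle peak ranked lower by −log10 q, with a median percentile of 35.2 to 36.4 against 80.0 to 80.6 for those with one. Read counts per replicate at these regions were not analysed here, so no test between samples stands behind these shares.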

A total of 21,443 peaks were found to have a significant pairwise post-hoc comparison between vehicle and 17α-E2 and/or 17β-E2 treated cells. No statistically significant differences between 17α-E2 and 17β-E2-treated groups were observed. 

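Of the 30106 peaks with 10 nM 17α-E2, 2273 had no overlapping peak with 17β-E2 at the same dose, and of the 31819 peaks with 17β-E2, 4190 had none with 10 nM 17α-E2. At 100 nM 17α-E2, 3059 of 31948 peaks had no counterpart with 17β-E2, a comparison in which the doses differ. These unshared peaks were mostly the weakest of their lists. Their median percentile by −log10 q was 11.5 for 10 nM 17α-E2 against 17β-E2 and 12.9 in the other direction, and 84.2% and 81.5% of them lay in the lowest 25% of their list. In the strongest 25% of each estrogen list, every peak overlapped a peak of each other estrogen treatment, while in the weakest 25% of the list 74.6% of the peaks with 10 nM 17α-E2 and 57.8% of those with 17β-E2 had a counterpart at 10 nM of the other isomer. The regions named for PALM, JAG2, KLC3, LINC01898 and RTN4R were bound with every estrogen treatment. A peak missing from a list fell short of the caller's threshold in that group, which does not show that ERα was absent, and without values per replicate no test of the difference could be made from the lists.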

17α-E2 and 17β-E2 not only induced ERα binding at the same genomic locations but also to similar magnitudes. 

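ERα peaks of the isomers lay at largely shared positions. At 10 nM, 92.5% of the peaks with 17α-E2 (27833 peaks, 95% interval 92.1 to 92.7) overlapped a peak with 17β-E2, and 86.8% of the peaks with 17β-E2 (27629 peaks, 86.5 to 87.2) overlapped a peak with 17α-E2. With 100 nM 17α-E2 the shares were 90.4% (90.1 to 90.7) and 90.8% (90.5 to 91.2), and between the doses of 17α-E2 they were 92.8% (92.5 to 93.1) from the lower to the higher dose and 86.8% (86.4 to 87.1) from the higher to the lower. Peaks placed at random overlapped in 1.11% to 1.21% of cases. Of the merged regions, 26446 (73.7%) held a peak with all 3 estrogen treatments, 1128 only with 10 nM 17α-E2, 1928 only with 100 nM 17α-E2 and 1908 only with 17β-E2. The peaks were of like width, with a median of 336 bp for 10 nM 17α-E2, 350 bp for 100 nM 17α-E2 and 349 bp for 17β-E2. In vehicle, at a comparable depth, the median was 285 bp. From the shared locations and from the fold changes of Figure 1B, the paper concludes that the isomers direct ERα to the same sites with similar strength. Fold changes of binding per replicate were not analysed here.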

Comparing the levels of increased or decreased ERα binding (as compared to vehicle control) between treatments demonstrates the consistency of ERα genomic binding regardless of the agonist (Figure 1B, Supplementary file 1). The degree of increased or decreased ERα binding was highly similar between 10 nM 17α-E2 and 10 nM 17β-E2, (Pearson’s r = 0.95, p<0.001) and 100 nM 17α-E2 and 10 nM 17β-E2 (Pearson’s r = 0.96, p<0.001). As expected, ERα-binding sites were enriched for estrogen response elements (ERE), estrogen-related receptor beta (Esrrb), and estrogen-related receptor alpha (Erra). 

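The palindromic ERE, allowing 1 mismatch in its 10 fixed bases, lay within 250 bp of the summit of 18.3% of vehicle peaks (95% interval 17.6 to 19.1), 15.2% of peaks with 10 nM 17α-E2 (14.8 to 15.6), 14.8% with 100 nM 17α-E2 (14.5 to 15.2) and 14.8% with 17β-E2 (14.4 to 15.2). Windows of equal length 5000 bp away held it in 1.28% to 1.33% of cases. EREs sat close to the summits, since 59.0% to 61.5% of the matches lay within 50 bp of a summit, where 20.7% of the positions searched lie. A single arm of the palindrome, TGACC, was found in 93.8% to 94.6% of peaks and in 60.2% to 61.5% of the distant windows. The arm with the 5' extension bound by Esrrb was in 4.12% of vehicle peaks (3.76 to 4.52), 3.74% with 10 nM 17α-E2 (3.53 to 3.96), 3.65% with 100 nM 17α-E2 (3.45 to 3.86) and 3.64% with 17β-E2 (3.44 to 3.85), against 0.738% to 0.801% in the distant windows. The related extended arm bound by Erra was in 1.85% to 1.91% of peaks, 3.15 to 4.04 times the share in the distant windows. These shares were counted on words, exact but for the mismatch allowed in the ERE, rather than on the matrices of the paper's motif search. Peaks were richer in G and C than the distant windows, with medians of 51.3% to 52.9% against 46.7% to 47.9%, and against windows matched on GC content the ERE was still 9.35 to 11.8 times as frequent.

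**Figure D1:**
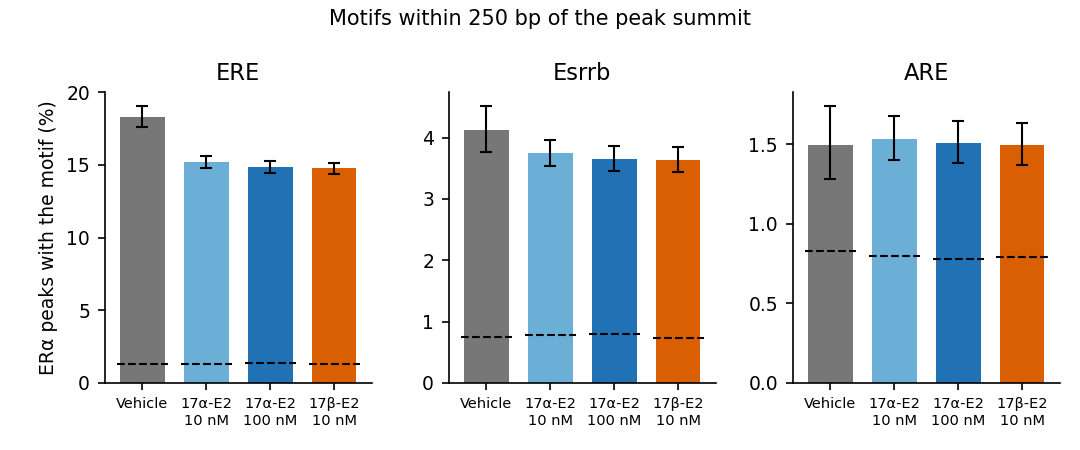
Share of ERα peaks (%) with an ERE, an Esrrb site or an ARE within 250 bp of the summit, in vehicle-treated cells and with each estrogen treatment. Bars give the share in each deposited peak list, error bars the 95% Wilson interval and dashed lines the share in windows 5000 bp away. ERE shares run from 14.8% to 18.3%, and the ARE shares from 1.49% to 1.53%.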

Other common motifs found within ER elements, including steroidogenic factor-1 (SF1) (Lin et al., 2007), and motif elements of known interacting partners, including retinoid acid receptor:retinoid X receptor (RAR:RXR) (Lee et al., 1998), were also enriched (Figure 1C). In addition, we observed enrichment of androgen response elements (ARE) in ERα peaks (Figure 1C). 

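The site read by SF1, a nuclear receptor of steroid-producing tissues that binds as a monomer, was searched as an 8-base word and lay in 14.1% of vehicle peaks, 12.7% of peaks with 10 nM 17α-E2, 12.5% with 100 nM 17α-E2 and 12.5% with 17β-E2. This was 3.17 to 3.81 times the share in windows 5000 bp away, which held it in 3.71% to 3.95% of cases. The SF1 word is contained in the longer Esrrb word, so the shares are not independent. Direct repeats of the arm spaced as for RAR:RXR, with at most 1 mismatch, were rarer, at 2.36% of vehicle peaks (95% interval 2.09 to 2.67), 2.18% with 10 nM 17α-E2 (2.02 to 2.35), 2.08% with 100 nM 17α-E2 (1.92 to 2.24) and 2.17% with 17β-E2 (2.01 to 2.33). The distant windows held the repeat in 0.343% to 0.377% of cases, and the peaks were 5.75 to 6.88 times as rich in it. At matched dose, the intervals of 17α-E2 and 17β-E2 overlapped for the direct repeat, though most peaks are shared between these lists, so that the shares are not independent.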

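The core of the ARE, the palindrome bound by the androgen receptor, was present in 158 vehicle peaks, 462 peaks with 10 nM 17α-E2, 482 with 100 nM 17α-E2 and 476 with 17β-E2. As shares of their lists these were close to 1.5% in every group, and each stood above the windows 5000 bp away, which held an ARE in 0.776% to 0.829% of cases. The enrichment was 1.80-fold in vehicle (Fisher's exact test, p = 8.1e-06), 1.93-fold with 10 nM 17α-E2 (p = 2.4e-17), 1.94-fold with 100 nM 17α-E2 (p = 2.0e-18) and 1.90-fold with 17β-E2 (p = 3.4e-17). The same test gave an Esrrb enrichment of 4.56-fold to 5.55-fold. These p-values take peaks as independent and describe the lists, not the spread between samples.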

Of particular relevance, many of the top enriched motifs identified contained the ERE consensus sequence TTGAC (Supplementary file 2). 

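The word TTGAC, on either strand, lay within 250 bp of the summit of 56.2% of vehicle peaks (95% interval 55.2 to 57.1), 54.0% of peaks with 10 nM 17α-E2 (53.5 to 54.6), 53.7% with 100 nM 17α-E2 (53.2 to 54.3) and 53.7% with 17β-E2 (53.1 to 54.2). A word this short is common, and 43.4% to 45.2% of windows 5000 bp away held it, so that peaks were 1.23 to 1.24 times as rich. Against windows of equal GC content the ratio was 1.38 to 1.42. An exact palindromic ERE, with no mismatch in the fixed bases, was in 1.64% of vehicle peaks and in 1.15% to 1.21% of peaks with the estrogens, against 0.0158% to 0.0477% of the distant windows. At 2 mismatches, 64.8% of vehicle peaks and 62.0% to 62.4% of peaks with the estrogens held a match, as did 18.3% to 19.2% of the distant windows.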

Following motif enrichment, we performed pairwise differential motif enrichment across all groups to determine if a specific agonist or agonist concentration caused a differential enrichment of any motifs, as would be suggestive of differential genomic binding. 

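Between 10 nM 17α-E2 and 10 nM 17β-E2, the share of peaks with an ERE differed by −0.406 percentage points (17β-E2 minus 17α-E2, 95% interval −0.968 to 0.157, adjusted p = 0.382 from Fisher's exact test). Between 17β-E2 and 100 nM 17α-E2, whose doses differ, it was −0.0718 points (−0.623 to 0.480, adjusted p = 0.967), and from 10 to 100 nM 17α-E2 −0.334 points (−0.896 to 0.229, adjusted p = 0.535). The Esrrb word differed between the isomers at 10 nM by −0.107 points (−0.404 to 0.190, adjusted p = 0.826) and the ARE by −0.0386 points (−0.231 to 0.154, adjusted p = 0.967). Vehicle peaks held an ERE more often than the peaks of each estrogen treatment, by 3.14 points against 10 nM 17α-E2, 3.48 against 100 nM 17α-E2 and 3.55 against 17β-E2, with adjusted p = 5.4e-13, 5.2e-16 and 2.4e-16. The lists differ in length, and among the strongest 10594 peaks of each list the shares were 18.3% in vehicle, 16.8% with 10 nM 17α-E2, 16.6% with 100 nM 17α-E2 and 16.4% with 17β-E2 (adjusted p = 0.0244, 0.0164 and 0.00739 against vehicle). Single arms (TGACC) were also more frequent in vehicle than with 100 nM 17α-E2 (adjusted p = 0.0440) and with 17β-E2 (adjusted p = 0.0257), by under 1 percentage point, but not among the strongest 10594 peaks (adjusted p = 0.945 for both). Adjustment was by Benjamini-Hochberg over 4 motifs and 6 pairs of lists, and these tests compare peaks of merged lists, not samples. They also take the lists as independent, though 92.5% and 86.8% of the peaks of the isomers at 10 nM overlap. Of vehicle peaks, 97.6% to 98.0% overlap a peak of an estrogen list. Like shares between estrogens follow largely from these shared sites, so the p-values and intervals cannot show that the isomers do not differ.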

No differential motif binding was observed across treatment groups indicating that both 17α-E2 and 17β-E2 cause ERα to bind to the same types of genomic elements (Hypergeometric test, FDR < 0.05).

**Figure 1.**
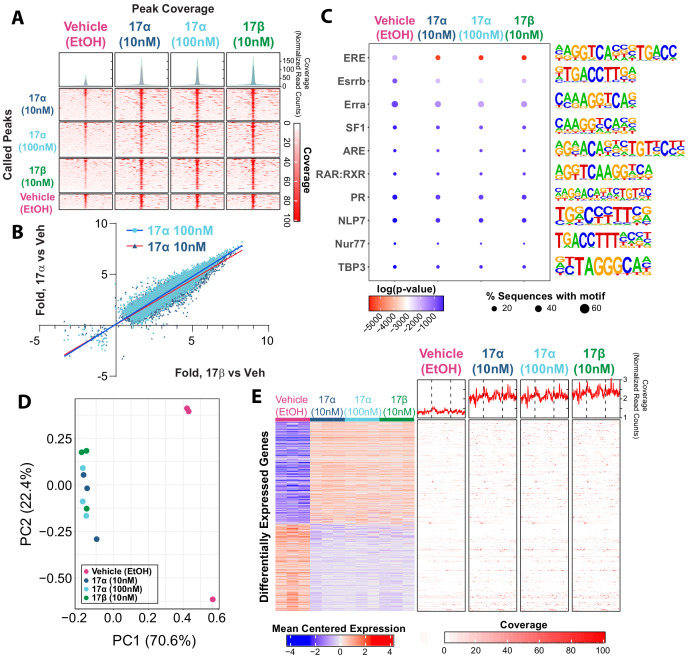
17α-E2 and 17β-E2 elicit similar genomic binding and transcriptional profiles through ERα. (**A**) Heatmap representing normalized genome-wide DNA binding by ERα via ChIP sequencing analyses centered according to peak summits for each treatment group and compared to each other group. (**B**) Differential binding was identified between vehicle and 17α-E2 or 17β-E2 treatment groups, but no differences were identified between 17α-E2 and 17β-E2-treated groups (negative binomial regression, followed by Wald test for pairwise comparisons, FDR < 0.05). Fold change in binding relative to vehicle control was compared between 17α-E2 treatments and 17β-E2. (**C**) Motif enrichment analysis, filtered for mammalian and non-overlapping motif groups, showing the top 10 non-redundant enriched sequence motifs across treatment groups (hypergeometric test, FDR < 0.05), (**D**) PCA plot of transcriptional profiles by RNA sequencing analyses demonstrating clustering of 17α-E2 and 17β-E2 treatment groups together, opposite from Vehicle-treated group along the first principle component, and (**E**) Heatmap representing differentially expressed genes (negative binomial regression, followed by Wald test for pairwise comparisons, FDR < 0.05) by RNA sequencing analyses (left) and ERα binding patterns within the gene body ±5 kb flanking regions of these genes via ChIP sequencing (right). Significant differential pairwise expression was observed only between 17α-E2 and 17β-E2 treatment groups and vehicle-treated control. These studies utilized U2OS-ERα cells treated with low dose (10 nM) 17α-E2, high dose (100 nM) 17α-E2, 17β-E2 (10 nM), or vehicle (EtOH). n = 3/group.

**Figure 1—figure supplement 1.**
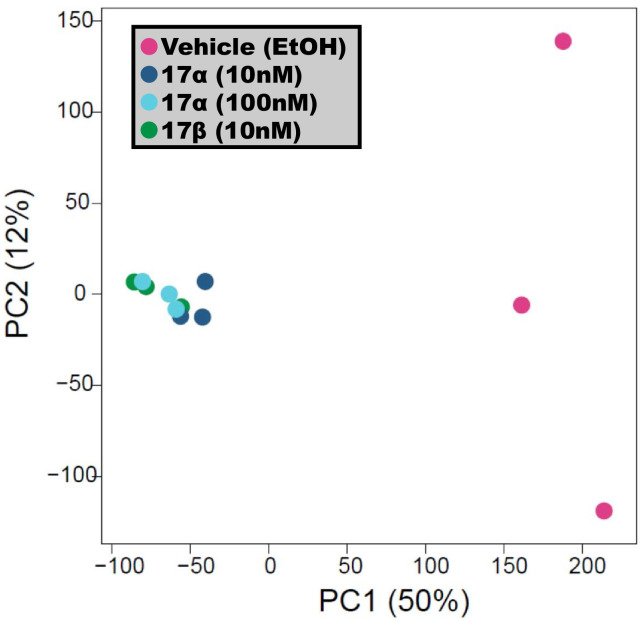
17α-E2 and 17β-E2 elicit similar ERα binding profile. PCA plot of genome-wide ERα binding profiles by ChIP sequencing analyses. U2OS-ERα cells treated with low dose (10 nM) 17α-E2, high dose (100 nM) 17α-E2, or 17β-E2 (10 nM) induced binding in common genomic locations and differed from vehicle (EtOH) treated cells. n = 3/group.

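RNA-sequencing covered the same U2OS cells after 24 h with 10 nM 17α-E2, 100 nM 17α-E2, 10 nM 17β-E2 or ethanol vehicle, with 3 libraries per group. The authors trimmed the reads with Trimmomatic, aligned them to hg19 with STAR, counted reads per gene and divided the counts of each library by a size factor. The deposited table holds these normalized counts for 12 libraries and for 37477 Ensembl gene identifiers above 0 in any of them, with the libraries named by treatment and a letter from A to C. The columns taken as 17β-E2 are labelled only with a b and 10 nM, and were read so because the remaining columns hold vehicle and both doses of 17α-E2. Since each column is made of whole multiples of its smallest value, the whole reads could be recovered for 100% of the values. Reads assigned to genes ranged from 9890607 to 17724814 in vehicle (median 11560656), from 11475158 to 16146651 with 10 nM 17α-E2 (median 11967349), from 9708792 to 15071686 with 100 nM 17α-E2 (median 14212718) and from 13043867 to 14976633 with 17β-E2 (median 13560980). No library held the values of another. Genes with a mean normalized count of at least 10 were tested, which left 16452 genes, with limma on log2 of the normalized count plus 1, all 4 groups in a common fit and Benjamini-Hochberg adjusted p under 0.05 as the threshold. A log2 fold change is thus on the log2(count + 1) scale and understates the change of genes with low counts. The labels and the paper do not say that the libraries of a group came from separate cultures, so the p-values measure only the spread between these libraries. Vehicle library B stood apart from the other vehicle libraries, with a correlation across genes of 0.916 and 0.918 to them against 0.992 between those. Its deviation from its group rose with the GC content of a gene's exons (r = 0.550 across genes, which are not independent). Such a trend was not particular to it, with r = −0.630 for library C of 10 nM 17α-E2, 0.618 for library B and −0.186 for library A of 17β-E2. The SD of its deviation across genes was 1.14, against 0.243 to 0.633 in the other libraries.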

Next, we examined potential differences in transcriptional responses between treatment groups using RNA-sequencing. Principle component analysis based on the entire transcriptome revealed that all samples exposed to either 17α-E2 or 17β-E2 clustered together, whereas vehicle-treated cells remained distinctly separated from treated cells on the first principle component, which explains the majority of the variance in transcription (70.6%) (Figure 1D). These data suggest that treatment vs vehicle is the primary covariate explaining variance in transcriptional profiles, not the specific agonist. 

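Along the first principal component of log2(normalized count + 1) over all genes above 0 in any library, the vehicle libraries lay at −133, −174 and −125, and the 9 estrogen libraries between 29.3 and 55.4. This component held 45.3% of the variance and the second 15.6%. Libraries of different estrogen treatments correlated at 0.968 to 0.992 across genes (median 0.986), while a vehicle and an estrogen library correlated at 0.809 to 0.888 (median 0.871). Replicates correlated at 0.967 to 0.982 with 10 nM 17α-E2, at 0.978 to 0.993 with 100 nM 17α-E2 and at 0.982 to 0.991 with 17β-E2, a range that the correlations between the estrogen treatments shared. On the second component, vehicle library B lay at 111 and the other vehicle libraries at −75.8 and −69.4, and with 10 nM 17α-E2 library A lay at 52.6 against −0.869 and −28.5 for its group. The share of the first component moved with the setting, and was for example 28.3% with each gene scaled to unit variance and 95.8% over the 500 most variable genes. From the separation of treated and vehicle libraries, the paper proposes that treatment, and not the agonist, is the main source of variance.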

Next, differential expression was assessed between all groups using a negative binomial regression model with a Wald pairwise post-hoc test. No genes were found to be differentially regulated (FDR < 0.05) between the estrogen treatments. Yet, compared to vehicle-treated cells, treatment of U2OS cells with either 10 nM or 100 nM 17α-E2 or 10 nM 17β-E2 resulted in nearly identical gene suppression and activation signatures (Figure 1E, left). Additionally, both 17α-E2 or 17β-E2 treatment conditions resulted in higher ERα DNA binding affinity to gene bodies of these differentially expressed transcripts compared to vehicle treatment, and no differences were observed between 17α-E2 and 17β-E2 conditions (Figure 1E, right) (negative binomial regression with Wald pairwise post-hoc). These findings led us to postulate that 17α-E2 may be the signaling through ERα to modulate health parameters in male mice. 

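No gene passed the threshold between 10 nM 17α-E2 and 10 nM 17β-E2, between 100 nM 17α-E2 and 10 nM 17β-E2, or between the doses of 17α-E2 in limma, and edgeR's quasi-likelihood test on the recovered reads called 0 genes in each comparison as well. At an unadjusted p under 0.05 limma gave 134, 102 and 203 genes, where chance gives 823 of 16452. Counts this far below chance point to a conservative test, and do not show that the treatments are more alike than chance. The common fit takes its spread from all libraries, vehicle library B included. Among the genes of smallest p at the matched dose of 10 nM were GLUD1P3, a pseudogene (log2 fold change −0.97, 17α-E2 over 17β-E2), PDE6B, a phosphodiesterase of photoreceptors (−1.08), SOCAR, a long noncoding RNA (1.77), and RTP5, all at an adjusted p of 1.00. SOCAR stood at 331 ± 85.2 normalized counts (SD, n = 3) with 10 nM 17α-E2 and 125 ± 4.68 with 100 nM 17α-E2, and passed the threshold at 10 nM when the vehicle libraries were left out of the limma fit (adjusted p = 0.0318), a setting chosen after seeing the data. RTP5 was at 0 in every vehicle library, at 51.7 ± 1.24 with 10 nM 17α-E2 and at 83.9 ± 4.85 with 17β-E2. Against 17β-E2, 100 nM 17α-E2 had its smallest p for ANKRD6, SBK2, IL17D, NUTM2E and SP2-AS1, with log2 fold changes of −0.94, 0.74, 0.89, 1.24 and −1.16. From 10 to 100 nM 17α-E2 they were PDE6B (1.48), AL928768.3, SBK2 (0.99), TBC1D3G (0.90) and FAM201B (1.51), of which TBC1D3G belongs to a family of near-identical copies that may share reads. DESeq2 on the recovered reads, the authors' tool, gave 0 genes between either dose of 17α-E2 and 17β-E2 (157 and 121 at an unadjusted p under 0.05) and 11 genes between the doses, all higher at 100 nM. They are SLC6A10P, FAM201B, SBK2, PDE6B, CYP1A1, FAM230A, TBC1D3G, PDLIM3, MYT1, RFLNB and the unnamed gene ENSG00000198555. CYP1A1, which oxidizes estradiol and other aromatic compounds, went from 1517 ± 70.8 to 2336 ± 308 normalized counts (SD, n = 3, log2 fold change 0.63, adjusted p = 0.0208 from DESeq2), and SLC6A10P, a pseudogene that may share reads with its parent gene, from 373 ± 22.9 to 646 ± 55.5 (0.80, adjusted p = 1.7e-04). In a limma fit of the dose groups alone with libraries of the same letter as pairs, also chosen after seeing the data, 46 genes were higher and 5 lower at 100 nM. With library weights estimated by limma, 1000, 4473 and 33 genes passed in the same order of comparisons, but a weight of 79.6 went to library A of 17β-E2 against 0.483 and 0.579 for its replicates. In simulated data of this design limma called 18% of genes changed by 2-fold between 10 nM 17α-E2 and 10 nM 17β-E2 and 84% of those changed by 4-fold. The simulation gave every group the same spread, set from all 12 libraries with vehicle library B included. These shares may thus not describe the real estrogen libraries. In the real data the median 95% interval of limma spanned 0.631 log2 units on each side.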

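PGLYRP2, which encodes an enzyme that degrades bacterial peptidoglycan, rose from 8.58 ± 5.96 normalized counts (SD, n = 3) in vehicle to 5253 ± 1057 with 10 nM 17α-E2, 6537 ± 1141 with 100 nM 17α-E2 and 5388 ± 651 with 17β-E2. The gene (ENSG00000161031.8) lies on chromosome 19 of hg19 from 15579456 to 15609767, and its log2 fold changes were 9.31, 9.63 and 9.36 (standard error 0.41, adjusted p = 8.7e-09 with 17β-E2 from limma). SLC6A3, the dopamine transporter on chromosome 5 from 1392909 to 1445555, rose from 3.03 ± 0.316 to 1079 ± 120, 1670 ± 217 and 1337 ± 135, with log2 fold changes of 8.06, 8.69 and 8.37. FGR, a kinase of the Src family, rose by 8.67, 8.95 and 8.82 on the log2 scale, and PLA2G4D, a cytosolic phospholipase, by 7.54, 7.94 and 7.74. OXT, the oxytocin precursor, had at most 1 read in each vehicle library and 557 ± 218, 1229 ± 103 and 672 ± 161 normalized counts with the treatments in the same order. The other genes among the 12 with the largest rise were CYP1A2, MUC21, PVALEF, MYL10, IGHE, IGHM and TBC1D3P2. Of these, TBC1D3P2 belongs to a family of near-identical copies and is uncertain. The immunoglobulin genes IGHE and IGHM belong to a family of related genes and are also taken with caution.
KRT80, a keratin gene on chromosome 12 from 52562780 to 52585798, fell from 5613 ± 190 normalized counts in vehicle to 382 ± 46.3, 335 ± 64.1 and 372 ± 50.4, with log2 fold changes of −3.88, −4.08 and −3.92. KCNN4, a calcium-activated potassium channel, fell by 4.78, 4.79 and 5.00 on the log2 scale. CAV1, the coat protein of caveolae on chromosome 7 from 116165048 to 116201233, fell by 3.22, 3.46 and 3.54. The other genes among the 12 with the largest fall were KRTAP2-3, MISP, LINC00452, AMIGO2, ADORA2B, TENM2, TMEM158, AHNAK2 and KRT17, at log2 fold changes from −3.31 to −4.53.
Against vehicle, 2800 genes were higher and 2148 lower with 10 nM 17α-E2, 3001 and 2340 with 100 nM 17α-E2, and 3057 and 2404 with 17β-E2 in limma. The balance depended on scaling, since after quantile normalization 2412, 2542 and 2635 genes were higher and 2631, 3019 and 3044 lower. In the main setting, 2617 genes were higher and 1890 lower with all 3 treatments, and 0 genes were called in opposite directions. At matched dose, 2668 genes were higher with both isomers and 1963 lower with both, where independent lists of these sizes would share 520 and 314. Log2 fold changes of 10 nM 17α-E2 and 17β-E2 correlated across genes at r = 0.984 (Spearman's rho = 0.962, covariance 1.54). Unchanged groups simulated against the same vehicle libraries gave r = 0.812 and a covariance of 0.155, which leaves a covariance of 1.39 as the estimate without the shared controls. No split of the 3 vehicle libraries keeps at least 2 on each side, so part of the excess of shared calls over independent lists may come from the shared controls. For 100 nM 17α-E2 and 17β-E2 the correlation was 0.984 against 0.842 in simulation, with a covariance of 1.63. Without vehicle library B the counts of called genes were 6386, 6748 and 6435. From these signatures the paper states that the isomers change gene expression in nearly the same way.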

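Of 38 tested targets of the estrogen receptor, 24 were higher and 3 lower with 17β-E2 (28 higher and 3 lower when adjusted over the list alone), and as a list they were higher than other genes (camera, adjusted p = 3.6e-07, and adjusted p = 0.0449 with an estimated correlation). ABCA3, a lipid transporter, rose from 134 ± 24.0 normalized counts (SD, n = 3) to 6800 ± 577, RET, a receptor tyrosine kinase, by 5.11 on the log2 scale, and the keratins KRT19 and KRT13 by 4.54 and 4.33. Of 24 genes of NF-κB and cytokine signaling, 18 were higher and 4 lower (18 and 4 when adjusted over the list alone, camera adjusted p = 1.7e-04, and adjusted p = 0.0331 with an estimated correlation), among them CSF3 (log2 fold change 4.03), TRAF1 (3.93), ICAM1 (3.87) and BIRC3 (3.78). Of 27 genes of ribosome biogenesis, 24 were lower and 0 higher (24 lower when adjusted over the list alone, camera adjusted p = 6.2e-11, and adjusted p = 0.0331 with an estimated correlation). BOP1, PPAN and RRS1, factors that assemble the large ribosomal subunit, fell by 2.18, 1.79 and 1.66, and MYC, a transcription factor that drives ribosome production, by 1.72. Against the other vehicle libraries, vehicle library B had a median difference of 0.13 for the receptor targets, −0.05 for the NF-κB genes and 0.20 for ribosome biogenesis. The filter on mean level kept 38 of 45 receptor targets, 24 of 34 NF-κB genes and all 27 of ribosome biogenesis. RET and ICAM1 lay under 10 normalized counts in every vehicle library and passed only by their level with estrogen. Genes that rise thus enter the first 2 lists more easily, which favors higher counts and list tests there.
Glycolysis genes were lower in 11 of 27 cases and higher in 2 (15 lower and 2 higher when adjusted over the list alone, camera adjusted p = 0.0018), a result that was lost with an estimated correlation (adjusted p = 0.457). ENO2, GPI and HK2, enzymes of the pathway, fell by 1.49, 1.43 and 1.31, while SLC16A3, a lactate exporter, rose by 2.35, and vehicle library B had a median difference of 0.42 for the list. Ribosomal protein genes were called in 0 of 39 cases (limma, also 0 when adjusted over the list alone), with a median log2 fold change of −0.48 (camera adjusted p = 0.0036, and adjusted p = 0.781 with an estimated correlation), and vehicle library B lay 1.40 higher for them than the other vehicle libraries. Without that library the call ended (adjusted p = 0.808). The counts with 10 and 100 nM 17α-E2 were 25 and 25 higher receptor targets, 17 and 18 higher NF-κB genes and 23 and 25 lower ribosome biogenesis genes.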

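The size of the shared response was compared per library as the mean log2 level of genes that rose minus that of genes that fell, relative to vehicle, with the genes chosen in the treatment left out of the comparison. At 10 nM it was 3.20 ± 0.0751 with 17α-E2 and 3.34 ± 0.0193 with 17β-E2 (SD, n = 3). The difference was −0.147 (95% interval −0.316 to 0.0211), or −4.40% of the score with 17β-E2. That percent is of log2 units and not of transcript level. After quantile normalization the difference was −0.160 and its 95% interval left out 0. At 100 nM it was 3.53 ± 0.0344 with 17α-E2 against 3.47 ± 0.0203 with 10 nM 17β-E2, a difference of 0.0580 (−0.109 to 0.225) between treatments whose doses differ. Between the doses of 17α-E2 it was 3.36 ± 0.0507 at 100 nM and 3.16 ± 0.122 at 10 nM (difference 0.198, −0.0837 to 0.480). Without library A of 10 nM 17α-E2 this difference was 0.129. With libraries of the same letter taken as pairs, each of the 3 differences between the doses was positive (0.284, 0.171 and 0.139, 95% interval 0.00805 to 0.388), while the paired interval held 0 at 10 nM of the isomers (−0.351 to 0.0569). From the compared groups alone, without pairs, the interval left out 0 between the isomers at 10 nM (−0.272 to −0.0229) and held 0 between the doses (−0.0141 to 0.410). These intervals were chosen after seeing the data. In each comparison every library of the higher group exceeded every library of the lower group (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). Single genes point the same way: OXT at 100 nM 17α-E2 lay above its level at 10 nM and so did SLC6A3 and MYL10, though none of these passed the threshold between the doses in the limma fit of all groups, and all of these did in the paired fit of the dose groups (limma, adjusted p = 0.0072, 0.0084 and 0.0084). Of the 4507 genes called in the same direction with all treatments, 10 had an estimated difference between the isomers at 10 nM beyond 2-fold. The 95% interval of that difference lay within 2-fold for 3579 of the 4507 genes (79.4%). These genes were chosen by their calls in the same libraries, which leaves out genes called with only some treatments. Of 5461 genes called with 17β-E2, 4631 were also called with 10 nM 17α-E2 in the same direction. The choice thus favors likeness between the isomers, and the share does not describe the genes left out.

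**Figure D2:**
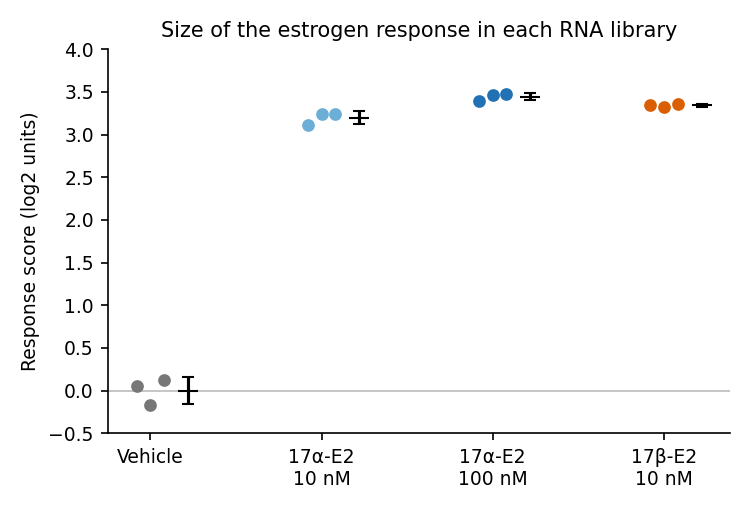
Response score of each RNA library (log2 units, vertical axis) for vehicle, 10 nM 17α-E2, 100 nM 17α-E2 and 10 nM 17β-E2, over the genes chosen with 100 nM 17α-E2. Points are libraries, and horizontal and vertical marks give the mean and SD of the 3 libraries. The score with 100 nM 17α-E2 uses genes chosen in that treatment and is shown for position only. Libraries with 10 nM 17α-E2 sit between 3.11 and 3.24, those with 17β-E2 between 3.32 and 3.36 and vehicle between −0.175 and 0.121.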

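Of the genes that rose with 17β-E2 and could be placed on hg19, 2184 of 2975 (73.4%) had an ERα peak of the 17β-E2 list in the gene body or within 5 kb of it, against 4231 of 10752 genes not called (39.4%). With 10 nM 17α-E2 the shares were 75.2% (2050 of 2727) and 38.1%, and with 100 nM 17α-E2 74.3% (2168 of 2916) and 39.3%. The same genes held a vehicle peak in 50.9% of cases for 17β-E2, 52.7% for 10 nM and 51.5% for 100 nM 17α-E2, and genes not called in 14.2% to 14.4%. Each gene that rose had a mean of 2.82 peaks with 17β-E2, 2.74 with 10 nM 17α-E2 and 2.82 with 100 nM 17α-E2, against 1.14, 1.17 and 1.14 in vehicle. The estrogen lists are longer than the vehicle list, and the other genes gained peaks too. With 17β-E2, genes not called had a mean of 0.968 against 0.246 in vehicle, and genes that fell 1.08 against 0.244. A gain in peaks over vehicle was thus not particular to genes that rose. Genes that fell had a peak in 42.2% of cases with 17β-E2, 42.6% with 10 nM 17α-E2 and 43.4% with 100 nM 17α-E2, a smaller excess over genes not called (Fisher's exact test, p = 0.0120, 8.6e-05 and 3.0e-04). Genes not called, drawn to match the genes that rose on expression and length, had a peak in 40.9% of cases for 17β-E2, at most 42.7% in 100 draws. Draws matched to the genes that fell reached at most 42.7% for 17β-E2, above the share of these genes, and 41.4% and 42.4% for 10 and 100 nM 17α-E2, below it. Genes that fell by at least 1 on the log2 scale with 17β-E2 had a peak in 45.0% of cases, above their own matched draws (at most 42.7%). With peaks of −log10 q of at least 10, the excess at genes that fell had p = 0.0414 for 17β-E2, 0.0551 for 10 nM and 0.0830 for 100 nM 17α-E2 (Fisher's exact test). Among genes that rose by over 6 on the log2 scale with 17β-E2, 95.6% of 90 had a peak, and among those that rose by less than 1, 60.2% of 654.
Of the 12 genes that rose most, 8 held more peaks with the estrogens than in vehicle, CYP1A2, OXT and MUC21 held as many, and IGHM held fewer. Genes not called also gained peaks on average, so this count does not set these genes apart. PGLYRP2 held 1 peak in vehicle and 3 with each estrogen treatment, SLC6A3 held 3 and 6, and MYL10 held 6 in vehicle, 9 with 10 nM 17α-E2 and 10 with the other treatments. Of the 12 genes that fell most, KCNN4, AMIGO2, KRT17, TMEM158 and LINC00452 held 0 peaks in every list, and the other 7 held more with the estrogens than in vehicle, among them KRT80 (1 in vehicle and 4 or 5 with the estrogens), TENM2 (4, and 7 to 9), CAV1 (0, and 2 or 3) and ADORA2B (0, and 2). Peaks were called on merged replicates, so that the shares have no error between samples and the difference between the isomers was not tested.

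**Figure D3:**
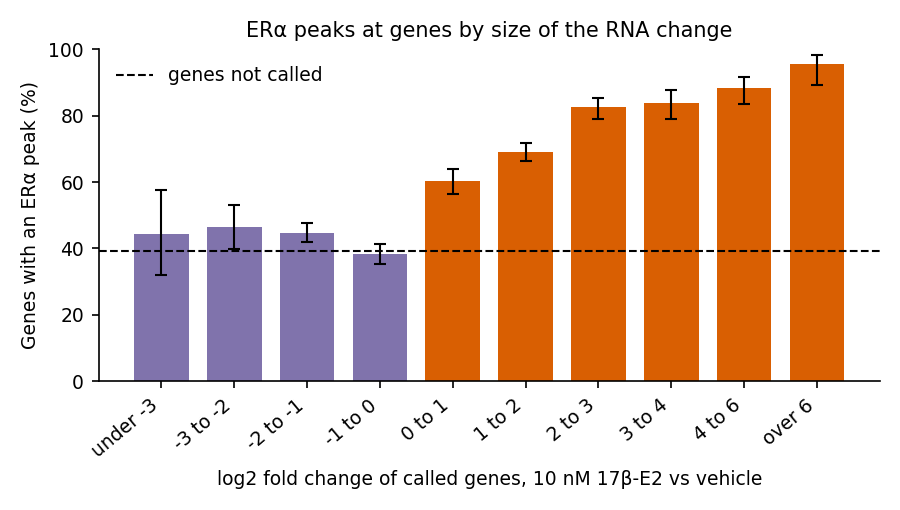
Share of genes (%) with an ERα peak of 17β-E2-treated cells in the gene body or within 5 kb, for called genes grouped by their log2 fold change with 10 nM 17β-E2 against vehicle. Bars give the share in each group, error bars the 95% Wilson interval and the dashed line the share among genes not called. Shares of genes that rose increase from 60.2% to 95.6%, and shares of genes that fell run from 38.2% to 46.4%.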

As such, we subsequently sought to determine if the ablation of ERα in vivo would mitigate the effects of 17α-E2.

### ERα ablation attenuates 17α-E2-mediated benefits on metabolic parameters in male mice in vivo

To induce obesity and metabolic perturbations in male mice, we administered high-fat diet (HFD) for several months prior to initiating 17α-E2 treatment. Control mice remained on HFD, whereas 17α-E2-treated mice were switched to an identical HFD containing 17α-E2. Almost immediately after 17α-E2 treatment began, male WT mice displayed significant reductions in mass (Figure 2A–B) and adiposity (Figure 2C–D). This is aligned with our previous reports demonstrating that 17α-E2 administration quickly reduces body mass and adiposity (Stout et al., 2017b; Steyn et al., 2018; Miller, 2020), which we have linked to hypothalamic regulation of anorexigenic signaling pathways (Steyn et al., 2018). Indeed, male WT mice in the current study also displayed robust declines in calorie consumption during the first 4 weeks of treatment (Figure 2E). Conversely, all these benefits were completely abolished in male mice lacking ERα (ERα KO), thereby confirming that 17α-E2 definitively acts through ERα to modulate feeding behaviors, mass, and adiposity in male mice. Given the close association between adiposity and metabolic homeostasis, coupled with our previous work demonstrating the ability of 17α-E2 to improve metabolic parameters (Stout et al., 2017b; Steyn et al., 2018), we also assessed several metabolic variables in these studies. Similar to the mass and adiposity data described above, male WT mice receiving 17α-E2 displayed significant improvements in fasting insulin (Figure 3B), HbA1C (Figure 3C), and glucose tolerance (Figure 3D–E, Figure 3—figure supplement 1), whereas male ERα KO mice receiving 17α-E2 failed to recapitulate these findings. Interestingly, despite the masses of the male WT 17α-E2 treatment group being nearly 15 grams greater than those of the male WT chow-fed controls, glucose tolerance was essentially identical between these groups, thereby indicating that 17α-E2 restores metabolic flexibility in the presence of obesity in male mice (Figure 3D–E, Figure 3—figure supplement 1). We also evaluated the effects of 17α-E2 on metabolic parameters in female WT and ERα KO mice provided a standard chow diet. In contrast to the males, we chose not to subject female WT and ERα KO mice to HFD because female ERα KO mice spontaneously develop obesity due to the ablation of ERα (Manrique et al., 2012; Vidal et al., 1999). Given that the female ERα KO mice are already in a challenged state, HFD would further exacerbate mass and adiposity differences between ERα KO and WT female mice. We found that 17α-E2 failed to elicit improvements in mass, adiposity, calorie consumption, or metabolic parameters in female mice of either genotype (Figure 3—figure supplement 2). The positive effects of 17α-E2 in male mice led us to speculate that the liver may play a key role in modulating 17α-E2-mediated effects on systemic metabolic homeostasis. Importantly, several studies have implicated hepatic ERα in the regulation of glucose homeostasis, insulin sensitivity, and crosstalk with hypothalamic neurons that modulate metabolism and feeding behavior (Meda et al., 2020; Torre et al., 2017; Barros and Gustafsson, 2011).

**Figure 2.**
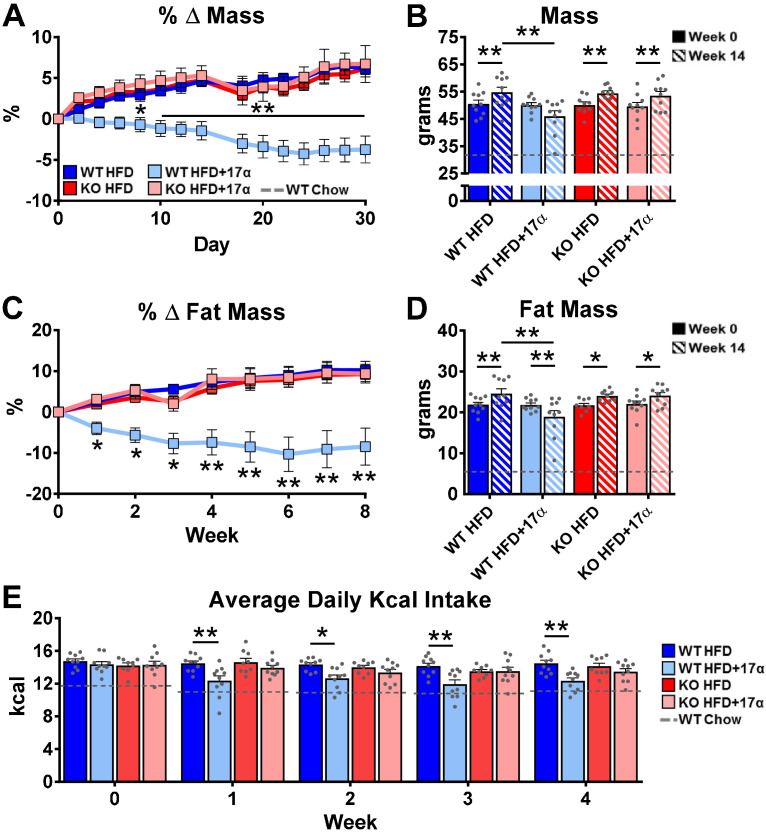
ERα is required for 17α-E2 to reduce mass, adiposity, and calorie intake in male mice. (**A**) Percent change in mass (mean ± SEM, two-way repeated measures ANOVA with Holm-Sidak post-hoc; *p<0.05, **p<0.005 between WT HFD and WT HFD+17α), (**B**) Mass at baseline (week 0; solid) and week 14 (striped) (mean ± SEM, two-way repeated measures ANOVA with Holm-Sidak post-hoc; *p<0.05, **p<0.005), (**C**) Percent change in fat mass (mean ± SEM, two-way repeated measures ANOVA with Holm-Sidak post-hoc; *p<0.05, **p<0.005), (**D**) Fat mass at baseline (week 0; solid) and week 14 (striped) (mean ± SEM, two-way repeated measures ANOVA with Holm-Sidak post-hoc; *p<0.05, **p<0.005), and (**E**) Average daily calorie intake per week in WT and ERα KO mice provided 45% HFD (TestDiet 58V8)±17α-E2 (14.4ppm) (mean ± SEM, two-way repeated measures ANOVA with Holm-Sidak post-hoc; *p<0.05, **p<0.005). Age-matched, male WT, chow-fed (TestDiet 58YP) mice were also evaluated as a normal-weight reference group and the corresponding means are depicted as dashed gray lines. n = 10 (WT HFD), 10 (WT HFD+17α), 9 (KO HFD), 10 (KO HFD+17α), 12–15 (WT Chow).

**Figure 3.**
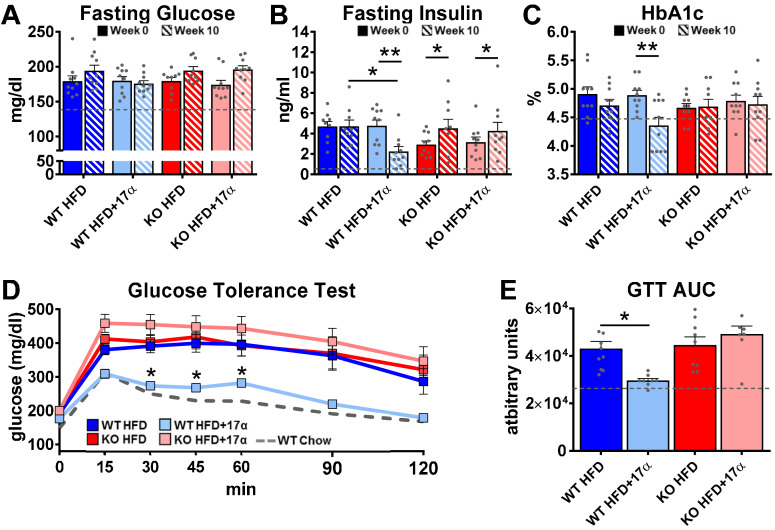
17α-E2 reverses obesity-related metabolic dysfunction in male WT, but not ERα KO, mice. (**A**) Fasting glucose (mean ± SEM, two-way repeated measures ANOVA), (**B**) Fasting insulin (mean ± SEM, two-way repeated measures ANOVA with Holm-Sidak post-hoc; *p<0.05, **p<0.005), and (**C**) glycosylated hemoglobin (HbA1c) at baseline (week 0; solid) and week 14 (striped) in WT and ERα KO mice provided 45% HFD (TestDiet 58V8)±17α-E2 (14.4 ppm) (mean ± SEM, two-way repeated measures ANOVA with Holm-Sidak post-hoc; **p<0.005). (**D**) Glucose tolerance testing (GTT; 1 mg/kg) (mean ± SEM, two-way repeated measures ANOVA with Holm-Sidak post-hoc; *p<0.05 between WT HFD and WT HFD+17α), and (**E**) GTT AUC during week 10 of the study (mean ± SEM, two-way ANOVA with Holm-Sidak post-hoc; *p<0.05). Age-matched, male WT, chow-fed (TestDiet 58YP) mice were also evaluated as a normal-weight reference group and the corresponding means are depicted as dashed gray lines. n = 9–10 (WT HFD), 8–10 (WT HFD+17α), 9–10 (KO HFD), 8–10 (KO HFD+17α), 12–15 (WT Chow).

**Figure 3—figure supplement 1.**
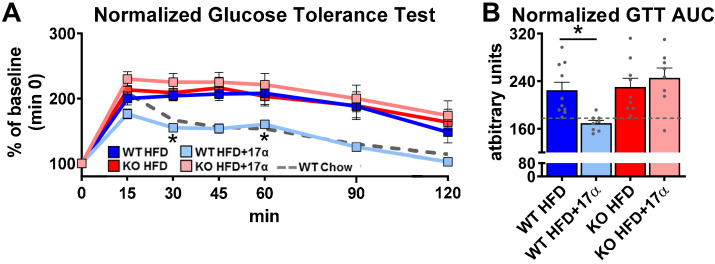
17α-E2 reverses obesity-related metabolic dysfunction in male WT, but not ERα KO, mice. (**A**) Glucose tolerance testing (GTT; 1 mg/kg), normalized to baseline (min 0) (mean ± SEM, two-way repeated measures ANOVA with Holm-Sidak post-hoc; *p<0.05 between WT HFD and WT HFD+17α), and (**B**) Normalized GTT AUC in WT and ERα KO mice provided 45% HFD (TestDiet 58V8)±17α-E2 (14.4ppm) for 10 weeks (mean ± SEM, two-way ANOVA with Holm-Sidak post-hoc; *p<0.05). Age-matched, male WT, chow-fed (TestDiet 58YP) mice were also evaluated as a normal-weight reference group and the corresponding means are depicted as dashed gray lines. n = 10 (WT HFD), 8 (WT HFD+17α), 9 (KO HFD), 8 (KO HFD+17α), 12 (WT Chow).

**Figure 3—figure supplement 2.**
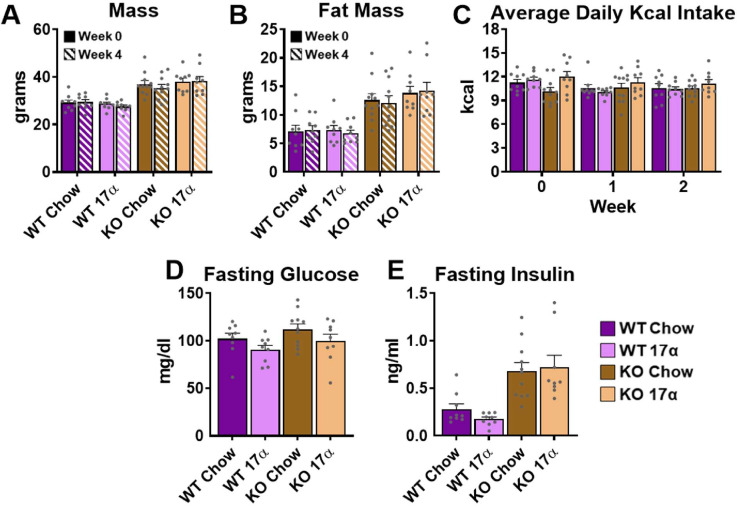
17α-E2 fails to alter metabolic parameters in WT or ERα KO female mice. (**A**) Mass at baseline (week 0; solid) and week 4 (striped) (mean ± SEM, two-way repeated measures ANOVA), (**B**) Fat mass at baseline (week 0; solid) and week 4 (striped) (mean ± SEM, two-way repeated measures ANOVA), (**C**) Average daily calorie intake per week (mean ± SEM, two-way repeated measures ANOVA), (**D**) Fasting glucose during week 4 (mean ± SEM, two-way repeated measures ANOVA), and (**E**) Fasting insulin during week 4 in WT and ERα KO female mice provided chow (TestDiet 58YP)±17α-E2 (14.4ppm) (mean ± SEM, two-way repeated measures ANOVA). n = 9 (WT Chow), 9 (WT 17α), 11 (KO Chow), 9 (KO 17α).

### 17α-E2 improves liver disease pathology in an ERα-dependent manner in male mice

We previously reported that 17α-E2 alters hepatic lipid deposition and DNA damage responses in male mice through unknown mechanisms (Stout et al., 2017b). In the current study, we sought to determine if these findings are mediated through ERα. We found that 17α-E2 significantly reduced liver mass and steatosis in male WT, but not ERα KO mice, as evidenced by reductions in oil-red-O positivity, fatty acid content, and triglyceride accumulation (Figure 4, Figure 4—figure supplement 1). These observations were accompanied by significant alterations in gene expression associated with de novo lipogenesis (fatty acid synthase [*Fasn*]) and β-oxidation (peroxisome proliferator-activated receptor alpha [*Pparα*]; sterol regulatory element binding transcription factor 1 [*Srebf1*]) (Figure 4—figure supplement 1). These findings are similar to previous reports showing that 17β-E2 acts through ERα to modulate the expression and activity of genes that regulate hepatic lipid metabolism (Della Torre et al., 2016; Stubbins et al., 2012; Zhang et al., 2013). Interestingly, despite seeing overall reductions in hepatic fatty acid content with 17α-E2 treatment in male WT mice (Figure 4C), we also observed elevations in specific fatty acids in these mice as compared to WT HFD controls. Notably, arachidonic acid (AA, 20:4n6) and docosahexaenoic acid (DHA, 22:6n3), both of which are precursors for eicosanoid, resolvin, and protectin production (Szefel et al., 2015; Kohli and Levy, 2009), were found to be increased by 17α-E2 treatment in male WT mice (Figure 4—figure supplement 2). Our findings are aligned with a previous report by Garratt et al. showing that 17α-E2 increases AA and DHA in liver (Garratt et al., 2018). None of the 17α-E2-mediated changes in fatty acid profiles were observed in male ERα KO mice receiving 17α-E2. In response to the elevations in AA and DHA with 17α-E2 treatment, we also assessed circulating eicosanoids. We found that 17α-E2 treatment also mildly altered several circulating eicosanoid concentrations in male WT mice (Supplementary file 3). Many of these have been linked to changes in inflammatory signaling (Kiss et al., 2010; Gilroy et al., 2016), although the role they are playing in 17α-E2-mediated effects of on metabolism and/or aging remain unclear.

**Figure 4.**
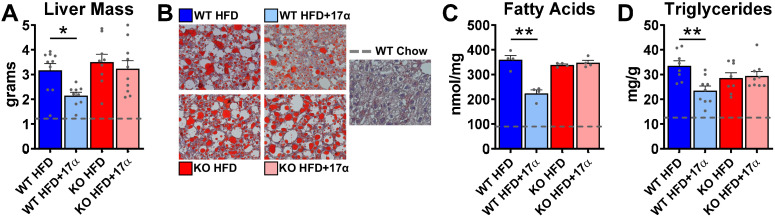
17α-E2 reverses obesity-related hepatic steatosis in an ERα-dependent manner in male mice. (**A**) Liver mass (mean ± SEM, two-way ANOVA with Holm-Sidak post-hoc; *p<0.05), (**B**) Representative liver oil-red-O staining, (**C**) Liver fatty acids (mean ± SEM, two-way ANOVA with Holm-Sidak post-hoc; **p<0.005), and (**D**) Liver triglycerides in WT and ERα KO mice provided 45% HFD (TestDiet 58V8)±17α-E2 (14.4ppm) for 14 weeks (mean ± SEM, two-way ANOVA with Holm-Sidak post-hoc; **p<0.005). Age-matched, male WT, chow-fed (TestDiet 58YP) mice were also evaluated as a normal-weight reference group and the corresponding means are depicted as dashed gray lines. n = 4–10 (WT HFD), 4–9 (WT HFD+17α), 4–9 (KO HFD), 4–10 (KO HFD+17α), 4–15 (WT Chow).

**Figure 4—figure supplement 1.**
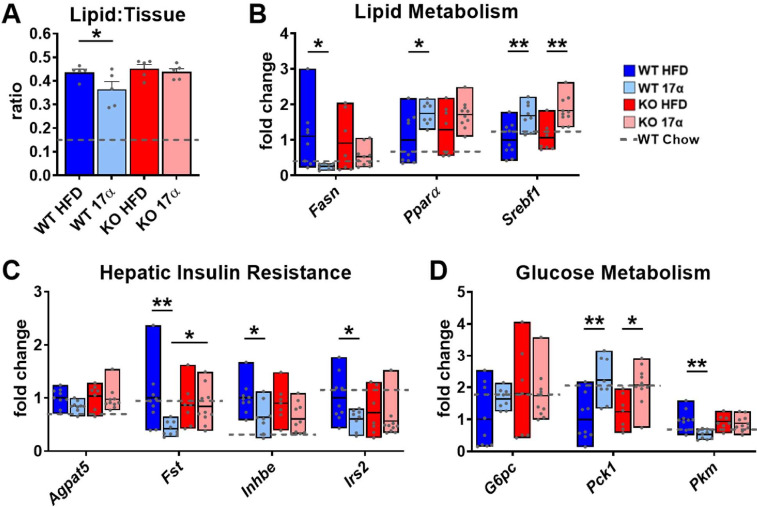
17α-E2 alters markers of lipid and glucose homeostasis predominantly through ERα in male mice. (**A**) Quantification of oil-red-O lipid staining in liver sections from WT and ERα KO mice provided 45% HFD (TestDiet 58V8)±17α-E2 (14.4ppm) for 14 weeks (mean ± SEM, two-way ANOVA with Holm-Sidak post-hoc; *p<0.05). Hepatic gene expression related to (**B**) Lipid metabolism (box plots depict total range of fold changes in gene expression with mean shown as a horizontal black line, Benjamini–Hochberg multiple testing correction, two-way ANOVA with Holm-Sidak post-hoc; *p<0.05, **p<0.005), (**C**) Hepatic insulin resistance (box plots depict total range of fold changes in gene expression with mean shown as a horizontal black line, Benjamini–Hochberg multiple testing correction, two-way ANOVA with Holm-Sidak post-hoc; *p<0.05, **p<0.005), and (**D**) Glucose homeostasis from WT and ERα KO mice provided 45% HFD (TestDiet 58V8)±17α-E2 (14.4ppm) for 14 weeks (box plots depict total range of fold changes in gene expression with mean shown as a horizontal black line, Benjamini–Hochberg multiple testing correction, two-way ANOVA with Holm-Sidak post-hoc; *p<0.05, **p<0.005). Age-matched, male WT, chow-fed (TestDiet 58YP) mice were also evaluated as a normal-weight reference group and the corresponding means are depicted as dashed gray lines. n = 5–10 (WT HFD), 5–9 (WT HFD+17α), 5–7 (KO HFD), 5–10 (KO HFD+17α), 8–11 (WT Chow).

**Figure 4—figure supplement 2.**
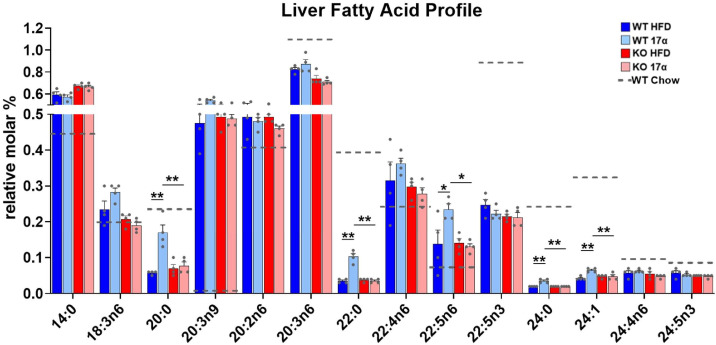
17α-E2 alters the hepatic fatty acid profile in male WT, but not ERα KO, mice. Relative molar % of fatty acids in the liver from WT and ERα KO mice provided 45% HFD (TestDiet 58V8)±17α-E2 (14.4ppm) for 14 weeks (mean ± SEM, Benjamini–Hochberg multiple testing correction, two-way ANOVA with Holm-Sidak post-hoc; *p<0.05, **p<0.005). Age-matched, male WT, chow-fed (TestDiet 58YP) mice were also evaluated as a normal-weight reference group and the corresponding means are depicted as dashed gray lines. n = 4.

Due to the association between obesity-related hepatic steatosis and the onset of fibrosis, we assessed collagen deposition by trichrome staining and found that 17α-E2 reduced this in male WT, but not ERα KO, mice (Figure 5A). We also observed significant suppression of several transcripts associated with liver fibrosis in male WT mice receiving 17α-E2, including collagen type 1 alpha 1 (*Col1a1*) (Hayashi et al., 2014; Lua et al., 2016), cyclin-dependent kinase inhibitor 1A (*Cdkn1a*) (Crary and Albrecht, 1998; Yang et al., 2020), matrix metallopeptidase 1 (*Mmp1*) (Lichtinghagen et al., 2003), matrix metallopeptidase 12 (*Mmp12*) (Madala et al., 2010), monocyte chemoattractant protein 1 (*Ccl2*) (Glass et al., 2018; Baeck et al., 2012), C-X-C motif chemokine ligand 1 (*Cxcl1*) (Yang et al., 2017), growth differentiation factor 15 (*Gdf15*) (Koo et al., 2018), and TNF receptor superfamily member 1A (*Tnfrsf1a*) (Grattagliano et al., 2019; Figure 5B). Transcripts shown to be predicative of hepatic insulin resistance (follistatin [*Fst*], inhibin subunit beta E [*Inhbe*], insulin receptor substrate 2 [*Irs2*]) (Tao et al., 2018; Parks et al., 2015) and gluconeogenic plasticity (phosphoenolpyruvate carboxykinase 1 [*Pck1*], pyruvate kinase [*Pkm*]) (Xiong et al., 2011) were also beneficially modulated by 17α-E2 in male WT mice (Figure 4—figure supplement 1). To confirm that 17α-E2 improves hepatic insulin sensitivity, we also evaluated phosphorylation status of AKT and FOXO1 in livers from male WT and ERα KO mice following the administration of an insulin bolus (Figure 5C). We found dramatic improvements in phosphorylated AKT (pS473) and FOXO1 (pS256) in male WT mice treated with 17α-E2 (Figure 5D–E), whereas these benefits were not observed in male ERα KO mice. Our findings are aligned with previous reports demonstrating that hepatic ERα plays a critical role in regulating insulin sensitivity in the liver of male mice (Yan et al., 2019; Guillaume et al., 2019; Qiu et al., 2017; Zhu et al., 2014). Collectively, these findings suggest that the liver is highly responsive to 17α-E2 and that hepatic ERα is likely the signaling mechanism by which 17α-E2 prevents and/or reverses steatosis, fibrosis, and insulin resistance.

**Figure 5.**
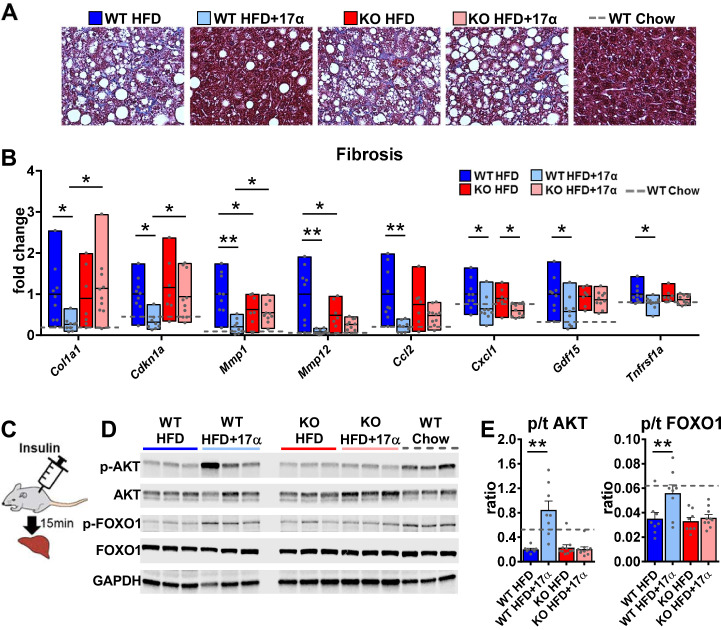
17α-E2 reverses obesity-related liver fibrosis and insulin resistance in an ERα-dependent manner in male mice. (**A**) Representative liver Masson’s trichrome staining for collagen and (**B**) Liver transcriptional markers of fibrosis in WT and ERα KO mice provided 45% HFD (TestDiet 58V8)±17α-E2 (14.4ppm) for 14 weeks (box plots depict total range of fold changes in gene expression with mean shown as a horizontal black line, Benjamini–Hochberg multiple testing correction, two-way ANOVA with Holm-Sidak post-hoc; *p<0.05, **p<0.005). (**C**) Schematic of in vivo insulin stimulation (2mU/g) in fasting mice, (**D**) Representative liver immunoblots, and (**E**) Quantification of phospho/total (p/t) AKT (pS473) and FOXO1 (pS256) in WT and ERα KO mice provided 60% HFD (TestDiet 58Y1)±17α-E2 (14.4ppm) for 12 weeks (mean ± SEM, Benjamini–Hochberg multiple testing correction, two-way ANOVA with Holm-Sidak post-hoc; **p<0.005). Age-matched, male WT, chow-fed (TestDiet 58YP) mice were also evaluated as a normal-weight reference group and the corresponding means are depicted as dashed gray lines. n = 7–10 (WT HFD), 8–9 (WT HFD+17α), 7–10 (KO HFD), 10 (KO HFD+17α), 7–11 (WT Chow).

Despite our findings demonstrating that 17α-E2 reduces calorie intake and improves liver disease parameters in male mice in an ERα-dependent manner, it has historically been unclear if the benefits attributed to 17α-E2 occur primarily due to long-term reductions in calorie intake. Moreover, it remains unclear if 17α-E2 acts in a tissue-specific manner and if these observations would also occur in other mammalian species. To address these questions, we subsequently evaluated the effects of acute 17α-E2 administration during hyperinsulinemic-euglycemic clamps in male WT outbred rats. These experiments allowed us to evaluate tissue-specific insulin-sensitivity following acute 17α-E2 exposure, thereby circumventing long-term effects of the compound including reductions in calorie intake.

### Acute 17α-E2 administration improves hepatic insulin sensitivity in male rats

The hyperinsulinemic-euglycemic clamp is the gold-standard for assessing insulin action in vivo (Ayala et al., 2010). Animals are fasted overnight prior to receiving a constant infusion of insulin and a variable infusion of [3-^3^H] glucose to maintain a euglycemia throughout the clamping period. Blood samples are frequently obtained to assess glucose concentration and adjust glucose infusion rates (GIRs) to maintain euglycemia, thereby allowing the calculation of insulin sensitivity to be done. Our first set of experiments in male rats sought to determine if acute peripheral infusions of 17α-E2 modulates metabolic parameters during hyperinsulinemic-euglycemic clamps (Figure 6A). We found that acute peripheral administration of 17α-E2 significantly increased systemic insulin responsiveness as compared to vehicle controls, which is indicated by increased GIRs (Figure 6B). These studies also determined that peripheral 17α-E2 administration robustly suppressed hepatic gluconeogenesis as compared to vehicle controls (*R*_a_; Figure 6C–D), whereas glucose disposal rates (*R*_d_; Figure 6E) were essentially identical between groups under clamped conditions. These data indicate that 17α-E2 beneficially modulates metabolic parameters independent of reductions in calorie intake and adiposity. Furthermore, these findings strongly suggest that the liver is a primary site where 17α-E2 acts to improve metabolic homeostasis due to gluconeogenesis being tightly controlled by hormonal actions on hepatocytes (Zhang et al., 2018). However, it also well established that the hypothalamus can directly modulate gluconeogenesis in the liver through hepatic innervation (Timper and Brüning, 2017); therefore, we sought to determine if acute intracerebroventricular (ICV) delivery of 17α-E2 (Figure 6F) could modulate metabolic parameters similarly to that observed during peripheral 17α-E2 administration. Interestingly, we found that central administration of 17α-E2 essentially phenocopied the effects of peripheral 17α-E2 infusion with regard to GIRs and suppression of hepatic gluconeogenesis (Figure 6G–I). These findings suggest that 17α-E2 likely acts through hypothalamic neurons to regulate hepatic gluconeogenesis. Indeed, agouti-related peptide/neuropeptide Y (AgRP/NPY) and pro-opiomelanocortin (Pomc) neurons are known to regulate hepatic glucose production (Könner et al., 2007; Ruud et al., 2017; Pocai et al., 2005a; Pocai et al., 2005b; Dodd et al., 2018) and both neuronal populations express ERα (Smith et al., 2013; Skinner and Herbison, 1997; Xu et al., 2011; Acosta-Martinez et al., 2007; Stincic et al., 2018; Kelly and Rønnekleiv, 2015; Smith et al., 2014). Collectively, the hyperinsulinemic-euglycemic clamp studies revealed that 17α-E2 definitively modulates metabolic homeostasis in an acute manner and suggests that the liver and hypothalamus are two primary sites of action for the regulation of metabolic parameters by 17α-E2.

**Figure 6.**
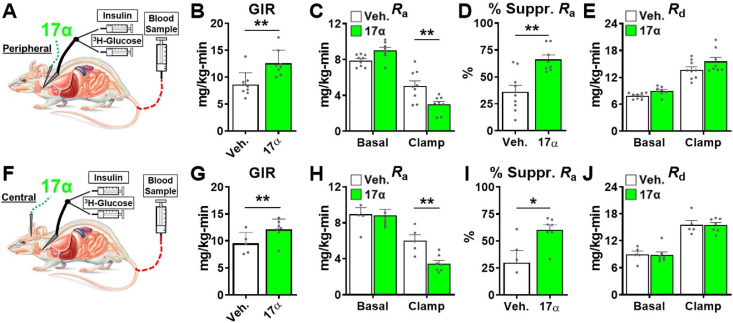
Acute delivery of 17α-E2 improves hepatic insulin sensitivity. (**A**) Schematic of peripheral 17α-E2 infusions (or vehicle) during hyperinsulinemic-euglycemic clamps, (**B**) glucose infusion rates (GIR) (mean ± SEM, unpaired Student’s t-test; **p<0.005), (**C**) rate of glucose appearance (*R*_a_; hepatic glucose production) (mean ± SEM, unpaired Student’s t-test on Clamp; **p<0.005), (**D**) % suppression of hepatic glucose production (mean ± SEM, unpaired Student’s t-test; **p<0.005), and (**E**) rate of glucose disappearance (*R*_d_; peripheral glucose disposal) in 6 month old, male, FBN-F1 hybrid rats (mean ± SEM, unpaired Student’s t-test on Clamp). (**F**) Schematic of ICV (central) 17α-E2 infusions (or vehicle) during hyperinsulinemic-euglycemic clamps, (**G**) GIR (mean ± SEM, unpaired Student’s t-test; *p<0.05), (**H**) *R*_a_ (mean ± SEM, unpaired Student’s t-test on Clamp; **p<0.005), (**I**) % suppression glucose production (mean ± SEM, unpaired Student’s t-test; *p<0.05), and (**J**) *R*_d_ in 6-month-old, male, FBN-F1 hybrid rats (mean ± SEM, unpaired Student’s t-test on Clamp). n = 5–9 (Veh.), 7–8 (17α).

## Discussion

17α-E2 has recently been found to increase median lifespan in male mice through uncharacterized mechanisms (Strong et al., 2016; Harrison et al., 2014). We and others have shown that metabolic improvements by 17α-E2 may underlie the lifespan extending effects. In these studies, we sought to determine the role of ERα in 17α-E2-mediated transcriptional effects in vitro and metabolic effects in vivo. Although previous studies have shown that 17α-E2 has limited binding affinity for ERα, it remains unclear if 17α-E2 can induce transcriptional and physiological alterations in this manner. Given the close association between metabolic improvements and ERα activity, we hypothesized that 17α-E2 signals through ERα to elicit beneficial health outcomes. In these studies, we utilized U2OS cells stably expressing ERα and ERα global knockout mice to assess the involvement of this receptor in mediating 17α-E2 effects. Results from these studies demonstrate that ERα plays a pivotal role in 17α-E2-mediated effects on genomic activity and metabolism. Moreover, these data suggest that ERα may be a target for the treatment of aging and chronic diseases in males.

Given the similarities between the metabolic benefits observed in vivo with 17α-E2 treatment and the established body of literature linking ERα activity to systemic metabolic regulation (Barros and Gustafsson, 2011), we utilized a well-established cell line model to globally assess the ERα cistrome and transcriptome following 17α-E2 and 17β-E2 treatment. We found that, regardless of dose, 17α-E2 and 17β-E2 elicited the same pattern of ERα genomic binding loci and these loci shared the same DNA motif enrichments. Additionally, activation and suppression of gene expression were similar with both 17α-E2 and 17β-E2 exposure and were independent of dosage. This provides strong evidence that 17α-E2 is signaling through ERα to elicit beneficial outcomes, which is contrary to what other reports have suggested (Harrison et al., 2014; Garratt et al., 2017; Garratt et al., 2018; Toran-Allerand et al., 2002; Toran-Allerand et al., 2005; Toran-Allerand, 2005). Toran-Allerand et al. reported that 17α-E2 signals through a novel receptor in the brain, which they termed ER-X (Toran-Allerand et al., 2002; Toran-Allerand, 2005). Although our findings appear to dispute this notion, several reports have shown that ERα exists and functions as multiple alternatively spliced variants (Flouriot et al., 1998; Wang et al., 2005; Taylor et al., 2010; Zhang et al., 2016; Lin et al., 2013). Therefore, we speculate that ER-X may have been a truncated, alternatively spliced, form of ERα, which nonetheless causes the same genomic and transcriptomic effects. These findings led us to investigate how ERα may modulate 17α-E2-induced benefits in vivo using ERα global KO mice.

In alignment with our previous reports (Stout et al., 2017b; Steyn et al., 2018), 17α-E2 reduced calorie intake, body mass, adiposity, and obesity-related metabolic perturbations in male WT mice. Conversely, 17α-E2 failed to elicit these beneficial effects in ERα KO mice, further supporting our hypothesis that ERα is the receptor by which 17α-E2 signals to induce beneficial metabolic outcomes. These observations are similar to how ERα is known to mediate the actions of endogenous estrogens on metabolic parameters in females (Barros and Gustafsson, 2011). In particular, 17β-E2 acts through ERα to regulate systemic insulin sensitivity, lipid distribution, thermogenesis, and hypothalamic anorexigenic pathways (Barros and Gustafsson, 2011; Stincic et al., 2018; López and Tena-Sempere, 2015). The loss of endogenous estrogen action due to menopause in humans or ovariectomy (OVX) in rodents eliminates these beneficial effects and elicits metabolic perturbations (Stefanska et al., 2015). Moreover, OVX following sexual maturation has also been shown to reduce lifespan in female mice (Benedusi et al., 2015), indicating that endogenous estrogens regulate lifespan in females; which we surmise is at least partially mediated through ERα.

In the current study, 17α-E2 failed to induce beneficial metabolic effects in female mice of either genotype, which we postulate is due to endogenous 17β-E2 saturating ERα in female WT mice, thereby limiting the potential benefits of 17α-E2 treatment. This interpretation is supported by our recent report showing that OVX renders WT female mice responsive to the beneficial effects of 17α-E2 on adiposity and bone mass (Mann et al., 2020), both of which are regulated by ERα activity (Heine et al., 2000; Khosla and Monroe, 2018). In males, very few studies have evaluated the role of ERα in metabolism, although a few recent reports have suggested that ERα plays tissue-specific roles, particularly in the liver, by regulating glucoregulatory pathways (Allard et al., 2019; Yan et al., 2019; Guillaume et al., 2019; Qiu et al., 2017; Meda et al., 2020; Zhu et al., 2014). These studies, coupled with our current findings, led us to speculate that 17α-E2 may be signaling through ERα in the liver to reverse metabolic disease and potentially extend healthspan and/or lifespan in males.

The liver is a major regulator of systemic metabolic homeostasis. Obesity and advancing age often promote a variety of liver conditions, including steatosis, fibrosis, and insulin resistance; all of which are associated with hallmarks of aging (Hunt et al., 2019), including cellular senescence (Ogrodnik et al., 2017), epigenetic alterations (Horvath et al., 2014), and dysregulated nutrient-sensing (López-Otín et al., 2013). We have previously shown that 17α-E2 can reduce hepatic steatosis, hepatic insulin resistance, and hepatocyte DNA damage through unknown mechanisms (Stout et al., 2017b). In the present study, we sought to determine if these findings are mediated through ERα. We found that 17α-E2 dramatically reduced liver mass and lipid content. As expected, these observations were not seen in ERα KO mice, providing further support for the hypothesis that 17α-E2 regulates systemic metabolic parameters through ERα. Interestingly, our findings suggest that 17α-E2 suppresses de novo lipogenesis and increases β-oxidation, predominantly in an ERα-dependent manner. This is aligned with previous reports showing that 17β-E2 can modulate hepatic lipid dynamics through both genomic and non-genomic actions (Pedram et al., 2016), leading to altered expression of rate limiting enzymes that control de novo lipogenesis (Zhang et al., 2013) and β-oxidation (Camporez et al., 2013). Reports have also shown that 17β-E2 can increase triglyceride export, thereby decreasing hepatic lipid deposition (Zhu et al., 2013). Although we did not directly assess cholesterol profiles in these studies, we speculate that 17α-E2 may partially reduce hepatic steatosis by increasing VLDL synthesis and/or triglyceride incorporation into VLDL. Additional studies will be needed to confirm how 17α-E2 alters hepatic lipoprotein dynamics.

Hepatic steatosis promotes liver fibrosis, which exacerbates hepatic insulin resistance (Kim et al., 2015). Endogenous estrogens and hormone replacement therapies in post-menopausal women have been shown to serve a protective role on liver function (Stubbins et al., 2012; Camporez et al., 2013; Zhu et al., 2013; Rossi et al., 2004; Brussaard et al., 1997). Additionally, male humans are at a higher risk of developing hepatic steatosis and fibrosis as compared to age-matched females (Guy and Peters, 2013; GBD 2017 Cirrhosis Collaborators and Collaborators, 2020). In addition to reducing hepatic lipid deposition in male WT mice in the current studies, 17α-E2 also dramatically suppressed transcriptional and histological markers of hepatic fibrosis in an ERα-dependent manner. We also determined that 17α-E2 improved hepatic insulin sensitivity in male WT, but not ERα KO, mice. Several transcriptional markers associated with hepatic insulin resistance were suppressed in male WT mice receiving 17α-E2, whereas this suppression was almost entirely absent in ERα KO mice. Subsequent studies employing insulin stimulation prior to euthanasia also revealed that 17α-E2 robustly increased liver AKT and FOXO1 phosphorylation in male WT mice, indicating a reversal of obesity-related hepatic insulin resistance and increased control of gluconeogenesis. These findings clearly demonstrate that 17α-E2 modulates hepatic insulin sensitivity in an ERα-dependent manner. These observations are aligned with previous reports showing that 17β-E2 acts through ERα to improve glucoregulation (Meda et al., 2020; Zhu et al., 2013). This provides further support that 17α-E2 is eliciting metabolic improvements through ERα that are specific to the liver. Therefore, hepatic ERα may be a promising target for the development of therapeutics to alleviate metabolic disease in males. Future studies utilizing cell-type-specific ablation of ERα in the liver will be needed to unravel these possibilities.

Despite the robust effects of 17α-E2 on liver function, it remained unclear if 17α-E2 directly modulates hepatic insulin sensitivity or if these benefits were a secondary response to prolonged reductions in calorie intake, adiposity, and lipid redistribution. To test this, we performed hyperinsulinemic-euglycemic clamps, in conjunction with acute infusions of 17α-E2 in male WT rats. We found that peripheral infusions of 17α-E2 improved hepatic insulin sensitivity almost immediately, as evidenced by a greater suppression of hepatic glucose production in rats receiving 17α-E2 as compared to vehicle controls. Additionally, we did not observe improvements in glucose disposal, thereby indicating that 17α-E2 does not acutely increase systemic insulin-stimulated glucose uptake. This observation is aligned with recent literature demonstrating limited involvement of ERα in skeletal muscle insulin sensitivity (Iñigo et al., 2020). These data indicate that 17α-E2 primarily alters systemic metabolic homeostasis through the modulation of hepatic gluconeogenesis, which is known to account for 76–87% of glucose production in the body (Cherrington et al., 1994). Although these studies are suggestive of direct actions in the liver, 17α-E2 also has the ability to cross the blood brain barrier and elicit responses in the hypothalamus (Steyn et al., 2018). Given that the hypothalamus can regulate hepatic glucose production (Könner et al., 2007; Ruud et al., 2017; Pocai et al., 2005a; Pocai et al., 2005b; Dodd et al., 2018; Timper and Brüning, 2017), we also evaluated systemic insulin sensitivity following central administration of 17α-E2. These experiments essentially phenocopied the results of the peripheral 17α-E2 infusions, suggesting that the suppression of hepatic gluconeogenesis by 17α-E2 is at least partially mediated by the hypothalamus. A multitude of studies have shown that the arcuate nucleus (ARC) of the hypothalamus plays a critical role in the regulation of hepatic gluconeogenesis through autonomic regulation and vagus nerve activity (Ruud et al., 2017; Pocai et al., 2005a; Zhang et al., 2018; Brandt et al., 2018). Multiple neuronal populations within the ARC are known to be involved in the regulation of hepatic glucose production, including Pomc (Dodd et al., 2018) and AgRP/NPY (Könner et al., 2007; Ruud et al., 2017; Pocai et al., 2005a; Pocai et al., 2005b). Similarly, we have previously shown that the effects of 17α-E2 on calorie intake and adiposity are dependent upon functional Pomc neurons, thereby providing evidence that 17α-E2 can act through the hypothalamus to mediate systemic metabolic parameters (Steyn et al., 2018). However, in the absence of functional Pomc neurons, 17α-E2 was still able to reduce fasting glucose and insulin, suggesting that 17α-E2 modulates peripheral metabolism through multiple mechanisms, which may include alternative neuronal populations. Given that both Pomc (Xu et al., 2011) and AgRP/NPY (Smith et al., 2013; Skinner and Herbison, 1997; Acosta-Martinez et al., 2007; Stincic et al., 2018; Kelly and Rønnekleiv, 2015; Smith et al., 2014; Sar et al., 1990) neurons express ERα, regulate systemic metabolic parameters, and modulate feeding circuitry in a coordinated counter-regulatory fashion, it remains unclear whether 17α-E2 is altering hepatic and systemic metabolic parameters through Pomc and/or AgRP/NPY neurons. Interestingly, a recent report from Debarba et al. demonstrated that 17α-E2 increased hypothalamic ERα expression in the ARC (Debarba, 2020), which further suggests that 17α-E2 signals through ERα in the hypothalamus. Future studies utilizing hypothalamic cell-type-specific ERα KO models will be needed to disentangle which populations of neurons are required for 17α-E2 to control food intake, peripheral glucose homeostasis, and insulin sensitivity.

Collectively, our findings strongly suggest that 17α-E2 acts through ERα in the liver and/or hypothalamus to modulate metabolic parameters. However, our findings are in contrast to other reports suggesting that 17α-E2 elicits health benefits by modulating androgen metabolism (Garratt et al., 2017; Garratt et al., 2018; Garratt and Stout, 2018). Garratt et al. reported that responsiveness to 17α-E2 was significantly attenuated in castrated male mice (Garratt et al., 2018), which the authors proposed may indicate 17α-E2 acts as a 5α-reductase inhibitor (Schriefers et al., 1991) to prevent the conversion of testosterone into dihydrotestosterone (DHT). 17α-E2 is known to be a mild 5α-reductase inhibitor that is prescribed as a topical treatment for androgenetic alopecia (Orfanos and Vogels, 1980). 5α-Reductase inhibition could conceivably elicit beneficial metabolic effects by either reducing the concentration of DHT, which has been shown to decrease adiposity (Movérare-Skrtic et al., 2006; Bolduc et al., 2004), or by promoting greater aromatization of testosterone to 17β-E2 (Veldhuis et al., 2009), which has been linked to improvements in metabolic parameters (Rubinow, 2017). If true, this would imply that the benefits of 17α-E2 are occurring in an indirect manner. However, the dose of 17α-E2 used in the vast majority of these studies, does not induce dramatic feminization of the sex hormone profiles in male mice (Stout et al., 2017b), which leads us to speculate that 17a-E2 is acting in a direct manner through ERα rather than indirectly through androgen modulation. Furthermore, studies in male rodents (Livingstone et al., 2015; Dowman et al., 2013) and humans Wei et al., 2019 demonstrate that 5α-reductase inhibition or deficiency increases insulin resistance and hepatic steatosis and fibrosis, which are contradictory to the effects of 17α-E2 treatment in all of our studies utilizing male mice (Stout et al., 2017b; Steyn et al., 2018; Miller, 2020; Sidhom et al., 2020). Despite these contrasting observations, the studies by Garratt et al. do provide important insights into the interconnected and underappreciated relationship between androgen- and estrogen-signaling pathways and their roles in metabolism and aging. For instance, several recent reports have demonstrated interactions between the androgen receptor (AR) and ERα (D'Amato et al., 2016; Panet-Raymond et al., 2000; Peters et al., 2009), which suggests that modulation of one may affect function of the other. Additional factors to consider when comparing and contrasting our studies from those of Garratt et al. are differences in the length of study, age, and obesity status of the mice, and counterregulatory and/or compensatory effects of castration. Notably, it is plausible that 17α-E2 could be inducing metabolic benefits and lifespan-extending effects through several distinct mechanisms, including direct actions through ERα, suppression of DHT production, and/or aromatization of testosterone. Future studies will be needed to discern the potentially interdependent nature of 17α-E2 actions on ERα and androgen metabolism in metabolic improvement and lifespan extension.

There are a few notable caveats to our studies. First, we utilized constitutive global ERα KO mice, which have been shown to display varying degrees of compensatory ERβ activity due to the absence of ERα during development (Sánchez-Criado et al., 2012; Rosenfeld et al., 1998). However, if compensatory ERβ expression was playing a role in our study, we likely would not see a complete attenuation of 17α-E2-mediated effects. As such, the results of our studies clearly indicate that ERα is the primary receptor by which 17α-E2 signals. Another potential concern of the model is that ERα KO mice are known to have elevated endogenous testosterone levels (Gould et al., 2007), although the studies by Garratt et al. would suggest that higher testosterone levels could potentially render the male mice more responsive to 17α-E2, whereas we observed the opposite. Future studies utilizing inducible Cre models to knockdown ERα post-sexual development may be considered if it is determined that Cre induction and subsequent ERα ablation is consistent throughout multiple organ systems, which has been shown to be inconsistent in other reports (Murray et al., 2012). Despite these minor concerns related to the model, the use of the constitutive global ERα KO was undoubtedly the best option for these studies. However, it must also be noted that female mice present a greater phenotypic response than males to the ablation of ERα, thereby exacerbating obesity and metabolic dysfunction which makes comparisons to female WT mice as well as their male littermates problematic (Manrique et al., 2012; Vidal et al., 1999). For this reason, we chose not to provide HFD to female mice in these studies. Regardless, 17α-E2 still failed to elicit beneficial responses in female mice of either genotype (WT or ERα KO), which is aligned with previous reports demonstrating a lack of effect of 17α-E2 in intact females (Garratt et al., 2017; Garratt et al., 2018). We also recently reported that OVX renders female mice responsive to several of the benefits conferred by 17α-E2 treatment in male mice (Mann et al., 2020). These observations, coupled with the genomic data presented herein, support the hypothesis that endogenous 17β-E2 actions on ERα diminishes potential benefits of 17α-E2 in intact female mice. However, future studies will be needed to definitively determine if female mice subjected to diet-induced obesity will display responsiveness to 17α-E2 once severe metabolic dysfunction has emerged. Lastly, the current studies were relatively short in duration and it remains unclear if metabolic improvements with 17α-E2 treatment are required for the lifespan extension effects of the compound. Although several other studies have evaluated the long-term effects of 17α-E2 (Strong et al., 2016; Harrison et al., 2014; Garratt et al., 2017; Garratt et al., 2018), a shorter treatment duration was effective for testing our hypothesis in these studies. Similarly, given the close relationship between metabolic homeostasis, sex hormones, and longevity (López-Otín et al., 2013; Barros and Gustafsson, 2011), we surmise that future studies evaluating the effects of ERα on male lifespan in the presence or absence of 17α-E2 will be needed. Although our current report does not provide direct evidence that ERα modulates the lifespan extending effects of 17α-E2, it does provide insight into the involvement of hepatic and/or hypothalamic ERα on 17α-E2-mediated metabolic effects in male mice.

In summary, the data presented herein are the first to show that 17α-E2 and 17β-E2 induce nearly identical ERα chromatin association patterns and transcriptional activity. Moreover, we demonstrate that the metabolic benefits of 17α-E2 in male mice are ERα-dependent. We also provide evidence that strongly suggests 17α-E2 acts through the liver and hypothalamus to regulate metabolic homeostasis in male mice. These effects were mirrored by studies in male WT rats receiving 17α-E2, indicating that 17α-E2 can modulate metabolism almost instantaneously and that these effects are not limited to a single mammalian species. Future studies will be needed to confirm that 17α-E2 acts predominantly through ERα in a cell-type-specific manner in the liver and hypothalamus to modulate systemic metabolic homeostasis. It is also imperative that we determine if ERα exclusively modulates the lifespan-extending effects of 17α-E2 in male mice. Another potential avenue of investigation that remains unresolved is whether 17α-E2 acts through ERα in a genomic or non-genomic manner to modulate health parameters. Potential interactions between androgen and estrogen signaling must also be considered when evaluating the effects of 17α-E2 on metabolism and lifespan. These studies will provide additional insight into mechanisms of metabolic improvement and lifespan extension by 17α-E2. Our studies provide critical insight into the molecular mechanisms by which 17α-E2 elicits metabolic benefits in males, which were previously unknown and may underlie its lifespan-extending effects.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*M. musculus*)	B6N(Cg)-Esr1tm4.2Ksk/J	The Jackson Laboratory	Stock No:026176; RRID:IMSR_JAX:026176	ERα (*Esr1*) KO mice
Cell line (*Homo sapien*)	U2OS Cells	ATCC	HTB-96; RRID:CVCL_0042	PMID:15802376 PMID:14505348
Antibody	anti-FLAG M2 (Mouse monoclonal)	Sigma-Aldrich	F1804	IP: 1 uL per pull-down (1 mg/mL)
Commercial assay or kit	Protein G Dynabeads	Applied Biosystems/Thermofisher Scientific	10003D	IP: 30 uL per IP
Chemical compound, drug	17α-E2	Steraloids, Inc	E0870-000	
Chemical compound, drug	Novolin R 100 U/ml	Novolin		2mU/g
Other (diet)	Chow; TestDiet 58YP	TestDiet	TestDiet 58YP	
Other (diet)	HFD; TestDiet 58V8	TestDiet	TestDiet 58V8	HFD 45% by kcal
Other (diet)	HFD; TestDiet 58Y1	TestDiet	TestDiet 58Y1	HFD 60% by kcal
Commercial assay or kit	Mouse Ultrasensitive Insulin ELISA	ALPCO	Cat# 80-INSMSU-E01; RRID:AB_2792981	
Commercial assay or kit	Free Glycerol Agent	Sigma-Aldrich	Sigma F6428	
Commercial assay or kit	Triglyceride Reagent	Sigma-Aldrich	Sigma F6428	
Commercial assay or kit	Glycerol Standard	Sigma-Aldrich	Sigma G1394	
Antibody	anti-pS473 AKT (Rabbit polyclonal)	Abcam	Cat# ab81283; RRID:AB_2224551	WB: (1:3000)
Antibody	Anti-pan-AKT (Rabbit polyclonal)	Abcam	Cat# ab179463; RRID:AB_2810977	WB (1:10000)
Antibody	Anti-pS256 FOX01 (Rabbit polyclonal)	Abcam	Cat# ab131339; RRID:AB_11159015	WB (1:1000)
Antibody	Anti-FOX01a (Rabbit polyclonal)	Abcam	Cat# ab52857; RRID:AB_869817	WB (1:1000)
Antibody	Anti-GAPDH (Rabbit polyclonal)	Abcam	Cat# ab9485; RRID:AB_307275	WB (1:2500)
Antibody	Anti-Rabbit IgG, IRDye 800 CW	LI-COR	Cat# 926–32211; RRID:AB_621843	WB (1:15000)
Commercial assay or kit	TaqMan Gene Expression Master Mix	Applied Biosystems/Thermofisher Scientific	4369542	
Sequenced-based reagent	qPCR primer *Mmp1*	Integrated DNA Technologies	Mm.PT.58.42286812 Ref Seq: NM_008607(1)	Exon 5–6
Sequenced-based reagent	qPCR primer *Mmp12*	Integrated DNA Technologies	Mm.PT.58.31615472 Ref Seq: NM_008605(1)	Exon 8–9
Sequenced-based reagent	qPCR primer *Ccl2*	Integrated DNA Technologies	Mm.PT.58.42151692 Ref Seq: NM_011333(1)	Exon 1–3
Sequenced-based reagent	qPCR primer *Srebf1*	Integrated DNA Technologies	Mm.PT.58.8508227 Ref Seq: NM_011480(1)	Exon 1–2
Sequenced-based reagent	qPCR primer *Pck1*	Integrated DNA Technologies	Mm.PT.58.11992693 Ref Seq: NM_011044(1)	Exon 3–4
Sequenced-based reagent	qPCR primer *Cdkn1a*	Integrated DNA Technologies	Mm.PT.58.17125846 Ref Seq: NM_007669(1)	Exon 2–3
Sequenced-based reagent	qPCR primer *Pparα*	Integrated DNA Technologies	Mm.PT.58.9374886 Ref Seq: NM_001113418(2)	Exon 8–9
Sequenced-based reagent	qPCR primer *Cxcl1*	Integrated DNA Technologies	Mm.PT.58.42076891 Ref Seq: NM_008176(1)	Exon 2–4
Sequenced-based reagent	qPCR primer *Col1a1*	Integrated DNA Technologies	Mm.PT.58.7562513 Ref Seq: M_007742(1)	Exon 1–2
Sequenced-based reagent	qPCR primer *Tnfrsf1a*	Integrated DNA Technologies	Mm.PT.58.28810479 Ref Seq: NM_011609(1)	Exon 5–7
Software, algorithm	SigmaPlot 12.5	Systat Software	RRID:SCR_003210	statistical analyses
Software, algorithm	ImageJ	ImageJ	RRID:SCR_003070	histological quantification
Software, algorithm	Image Studio	LI-COR	RRID:SCR_015795	western blot quantification
Software, algorithm	RStudio	GenomicAlignments DiffBind DESeq2 GenomicRanges	RRID:SCR_000432	Peak Calling Differential expression Differential binding
Software, algorithm	Bowtie2 MACS2 Bedtools Samtools Picard-tools Trimmomatic	Bowtie2 MACS2 Bedtools Samtools Picard-tools Trimmomatic		Alignment, Peak Calling, trimming, duplicate identification

### U2OS cells

U2OS osteosarcoma cells stably expressing flag-tagged ERα (U2OS-ERα) under the control of doxycycline (dox)-inducible promoter (Monroe et al., 2003) were utilized for the studies described here. U2OS cells were originally purchased from ATTC and were authenticated using IDEXX BioAnalytics (Westbrook, ME). Cells were also regularly checked for mycoplasma contamination using a PCR-based mycoplasma detection kit from SouthernBiotech (Birmingham, AL) and were confirmed to be negative. U2OS-ERα cells were cultured in phenol-free αMEM medium supplemented with 10% HyCloneTM charcoal/dextran stripped FBS (GE Healthcare Life Sciences, Pittsburgh, PA), 1% antibiotic/antimycotic, 5 mg/L blasticidin S, and 500 mg/L zeocin in a humidified 37°C incubator with 5% CO_2_. Cells were plated in 12-well plates in the presence of doxycycline to induce ERα expression. The following day, cells were treated for 24 hr with 17β-E2 (10 nM) or 17α-E2 (10 nM and 100 nM) (Steraloids, Newport, RI) in charcoal-stripped FBS-containing media.

### ChIP-sequencing

To evaluate patterns of ERα binding agonized by 17α-E2 vs 17β-E2, we performed ChIP-Sequencing. U2OS-ERα cells were harvested 24 hr post-treatment and chromatin immunoprecipitation was performed as previously described (Reese et al., 2018; Nelson et al., 2006). Briefly, ERα was immunoprecipitated overnight at 4°C using 10 µg of Flag antibody (clone M2, Sigma-Aldrich, St. Louis, MO). Complexes bound to the antibody were captured with protein G Dynabeads (Thermo Fisher Scientific, Waltham, MA), extensively washed, and reverse cross-linked at 65°C overnight. DNA isolation was performed by phenol/chloroform extraction and was used for ChIP-sequencing library preparation. Libraries were sequenced using paired-end 100 bp reads on the Illumina HiSeq 4000 (GSE151039). Reads were aligned to the human genome (hg19, https://genome.ucsc.edu/cgi-bin/hgGateway) using bowtie2 (Langmead and Salzberg, 2012) and duplicated reads were flagged with Picard-tools (http://broadinstitute.github.io/picard/). ERα-binding peaks were called using MACS2 (Zhang et al., 2008) with recommended settings. Peak genomic location, breadth of coverage, and peak summit location were determined using MACS2. NarrowPeak files containing peak information were used to determine differential ERα binding. First, peaks were centralized around the summit and 250 bp flanking regions were added to the summit location to generate equal 500 bp regions across all experimental groups. Peak files were then used to extract read counts from the aligned de-duplicated BAM file using samtools (Li et al., 2009), read counts were then normalized to total library sequencing depth. To determine differential binding, the R package diffbind was utilized (Ross-Innes et al., 2012). Normalized read counts were log2 transformed and normalized across all experimental groups. Differential binding between treatment groups was determined using negative binomial regression models utilized in the R package DESeq2, statistical significance for pairwise comparisons between experimental groups was determined using Wald test. To account for multiple comparisons, we used Benjamini-Hochberg multiple testing correction (False-discovery rate, FDR). Motif analysis was performed using HOMER with standard settings to identified motifs. Peak regions called for each treatment group were analyzed to identify enriched motifs relative to the entire genome. For pairwise differential motif enrichment or depletion between experimental groups, we utilized a hypergeometric test with the number of sequences with a motif from each group and total number of peaks as total sample size. Motifs that appeared in less than five sequences between both pairwise test groups were removed. Benjamini-Hochberg multiple testing correction was utilized to control for multiple testing (FDR < 0.05).

### RNA-sequencing

U2OS-ERα cells were harvested 24 hr post-treatment and RNA was extracted using Trizol and DNase cleanup. RNA libraries were prepared with Illumina’s TrueSeq RNA-seq library prep according to manufacturer protocol. Libraries were sequenced with 150 bp paired-end reads on the Illumina 4000 platform (Illumina, San Diego, CA) (GSE151039). Sequence quality control was performed with fastQC, Paired reads were trimmed using trimmomatic, and were aligned to the hg19 genome using STAR (Dobin et al., 2013). Differential expression was determined using previously described methods (Hadad et al., 2019). In brief, gene counts were determined with the R package GenomicAlignments ‘summarizeOverlap’ function. Gene counts were then transformed using regularized log transformation and normalized relative to library size using the DESeq2 (Love et al., 2014) R package. Differential expression was determined using negative binomial generalized linear model using *counts ~ treatment* model. We performed pairwise differential expression between all experimental groups using Wald test. All comparisons were corrected for multiple testing using Benjamini-Hochberg multiple testing correction method. Differential expression significance threshold was set to FDR corrected p<0.05.

### Animal study 1

To determine if ERα is the primary receptor by which 17α-E2 signals to elicit metabolic benefits in vivo, we utilized male global ERα KO and WT littermate mice. Mice were acquired from Dr. Kenneth Korach (National Institute of Environmental Health Sciences [NIEHS]) and were also bred at OUHSC by pairing ERα heterozygous KO mice (JAX; strain #026176). Mice were fed a 45% high-fat diet (HFD) (TestDiet 58V8, 35.5% CHO, 18.3% PRO, 45.7% FAT) from TestDiet (Richmond, IN) for 4 months prior to study initiation to induce obesity and metabolic perturbations. Additionally, age-matched, male WT, chow-fed mice were maintained on TestDiet 58YP (66.6% CHO, 20.4% PRO, 13.0% FAT) throughout the entire study as a healthy-weight reference group. Mice were individually housed with ISO cotton pad bedding, cardboard enrichment tubes, and nestlets at 22 ± 0.5°C on a 12:12 hr light-dark cycle. Unless otherwise noted, all mice had ad libitum access to food and water throughout the experimental timeframe. At the conclusion of the fattening period, all mice (age: 6–8 months) receiving HFD were randomized within genotype by age, body mass, fat mass, calorie intake, fasting glucose, fasting insulin, and glycosylated hemoglobin (HbA1C) into HFD or HFD+17α (TestDiet 58V8 + 17α-E2, 14.4ppm; Steraloids, Newport, RI) treatment groups for a 14-week intervention. Body mass and calorie intake were assessed daily for the first 4 weeks, followed by body mass and body composition (EchoMRI, Houston, TX) on a weekly basis. At 10 weeks post-treatment, mice were fasted for 5–6 hr and fasting glucose, fasting insulin, HbA1C, and glucose tolerance were assessed. At the conclusion of the study (14 weeks post treatment), mice were euthanized with isoflurane in the fasted state (5–6 hr). Blood was collected into EDTA-lined tubes by cardiac puncture, and plasma was collected and frozen. Tissues were excised, weighed, flash frozen, and stored at −80°C unless otherwise noted. Small sections of liver were fixed in 4% paraformaldehyde in preparation for paraffin- or cryo-embedding for future analyses. All animal procedures were reviewed and approved by the Institutional Animal Care and Use Committee at OUHSC.

### Animal study 2

Although previous studies [Strong et al., 2016; Harrison et al., 2014; Garratt et al., 2017; Garratt et al., 2018] have demonstrated minimal effects of 17α-E2 in female mice, we thought it prudent to determine if the ablation of ERα would alter female responsiveness to 17α-E2. Female WT and ERα KO mice were acquired from Dr. Kenneth Korach (National Institute of Environmental Health Sciences [NIEHS]). Female mice were maintained on Chow TestDiet 58YP (66.6% CHO, 20.4% PRO, 13.0% FAT) and were not subject to HFD feeding due to ERα KO female mice naturally displaying an obesity phenotype. Mice were individually housed with ISO cotton pad bedding, cardboard enrichment tubes, and nestlets at 22 ± 0.5°C on a 12:12 hr light-dark cycle. Unless otherwise noted, all mice had ad libitum access to food and water throughout the experimental timeframe. At age 9–11 months, female mice were randomized within genotype by age, body mass, fat mass, calorie intake, fasting glucose, fasting insulin, and glycosylated hemoglobin (HbA1C) into Chow or Chow+17α-E2 (TestDiet 58YP + 17α-E2,14.4ppm; Steraloids, Newport, RI) treatment groups. The study was terminated following a 4-week intervention due to a lack of responsiveness to 17α-E2. At the conclusion of the study, mice were euthanized with isoflurane in the fasted state (5–6 hr). Blood was collected into EDTA-lined tubes by cardiac puncture, and plasma was collected and frozen. Tissues were excised, weighed, flash frozen, and stored at −80°C. All animal procedures were reviewed and approved by the Institutional Animal Care and Use Committee at OUHSC.

### Animal study 3

To assess insulin sensitivity within the liver, an additional cohort of ERα KO and WT littermate mice were bred from mice acquired from Jackson Laboratory (JAX; strain #026176), which were generated from identical founder strains in the laboratory of Dr. Korach at NIEHS. Male ERα KO and WT mice were fed a 60% high-fat diet (HFD; TestDiet 58Y1, 20.3% CHO, 18.1% PRO, 61.6% FAT) for 4 months prior to study initiation to induce obesity and metabolic perturbations. Additionally, as was done in Animal Study 1, age-matched, male WT, chow-fed mice were maintained on TestDiet 58YP (66.6% CHO, 20.4% PRO, 13.0% FAT) throughout the entire study as a healthy-weight reference group. Mice were group housed with corncob bedding, cardboard enrichment tubes, and nestlets at 22 ± 0.5°C on a 12:12 hr light-dark cycle. Unless otherwise noted, all mice had ad libitum access to food and water throughout the experimental timeframe. At the conclusion of the fatting period, all mice (age: 6 months) receiving HFD were randomized within genotype by body mass, fat mass, calorie intake, fasting glucose, and fasting insulin into HFD or HFD+17α (TestDiet 58Y1 + 17α-E2, 14.4ppm; Steraloids, Newport, RI) treatment groups for a 12-week intervention. Prior to being euthanized, mice were fasted (5–6 hr) and IP injected with insulin (Novolin R 100 U/ml; 2mU/g) to assess insulin activity and sensitivity in tissue as previously described (Lu et al., 2012). Each mouse was euthanized with isoflurane 15 min following their insulin injection. Blood was collected into EDTA-lined tubes by cardiac puncture, and plasma was collected and frozen. Tissues were excised, weighed, flash frozen, and stored at −80°C unless otherwise noted. All animal procedures were reviewed and approved by the Institutional Animal Care and Use Committee at OUHSC.

### Animal study 4

Hyperinsulinemic-euglycemic clamp experiments, the gold-standard for assessing insulin sensitivity, were performed in male rats to determine if 17α-E2 can acutely modulate insulin sensitivity and glucose homeostasis. FBN-F1 hybrid male rats were acclimated to the animal facilities within the Einstein Nathan Shock Center for 2 weeks prior to undergoing surgeries in preparation for hyperinsulinemic-euglycemic clamp studies. Rats were fed Purina 5001 (58.0% CHO, 28.5% PRO, 13.5% FAT) and were individually housed with corncob bedding at 22 ± 0.5°C on a 14:10 hr light-dark cycle with ad libitum access to food and water. All surgeries were conducted under 2% isoflurane. For clamp studies incorporating central infusions, rats underwent two surgical procedures. First, stereotactic placement of a steel-guide cannula (Plastics One, Roanoke, VA) reaching the 3rd ventricle was performed. The implant was secured in place with dental cement and animals were treated with analgesic as needed. Approximately 14 days later, animals underwent a second surgical procedure to place indwelling catheters into the right internal jugular vein and the left carotid artery, which was also performed for animals undergoing only peripheral clamp studies. Hyperinsulinemic-euglycemic clamp studies incorporating peripheral 17α-E2 infusions were performed as previously described (Einstein et al., 2010). For studies employing peripheral infusions of 17α-E2, 17α-E2 was diluted in sterile saline to a final concentration of 30 ng/µl. Beginning at t = 0 min animals received a primed-continuous infusion of saline or 30 ng/µl 17α-E2 provided as a 3 µg bolus at a rate of 20 ul/min over 5 min, followed by a continuous infusion at a rate of 0.06 ml/hr over 235 min (9.4 ng/hr) for a maintenance dose of 7 µg (total dose 10 µg). Hyperinsulinemic-euglycemic clamp studies with intracerebroventricular (ICV) infusions were performed as previously described (Huffman et al., 2016a). 17α-E2 powder (Steraloids, Newport, RI) was dissolved in DMSO at a concentration of 10 mg/ml and stored at −80°C. For ICV infusions, 17α-E2 was diluted in artificial cerebral spinal fluid (ACSF) to a final concentration of 2 ng/µl. Beginning at t = 0 min, animals received a primed-continuous ICV infusion of ACSF (Veh.) or 17α-E2 (17α) provided as a 15 ng bolus at a rate of 1 µl/min over 7.5 min, followed by a continuous infusion of 56.5 ng at a rate of 0.08 µl/hr over 6 hr (9.4 ng/hr) and a total dose of 71.5 ng. All animal procedures were reviewed and approved by the Institutional Animal Care and Use Committee at the Einstein College of Medicine.

### In vivo metabolic analyses in mice

To evaluate the effects of 17α-E2 on metabolic parameters in vivo, we performed several assessments of glucose homeostasis. Unless otherwise noted, all experiments requiring fasting conditions were performed in the afternoon, 5–6 hr following the removal of food at the beginning of the light-cycle as outlined elsewhere (Ayala et al., 2010). To ensure fasting conditions, mice were transferred to clean cages containing ISO cotton padding and clean cardboard enrichment tubes. Non-terminal blood was collected via tail snip. Fasting glucose was evaluated using a Bayer Breeze 2 Blood Glucose Monitoring System (Bayer Global, Leverkusen, Germany). Fasting insulin was evaluated using a Mouse Ultrasensitive Insulin ELISA from Alpco (Salem, NH). HbA1c was assessed by A1C-Now Monitoring kits (Bayer, Whippany, NJ). Glucose tolerance tests were performed following a 5 hr fast using an intraperitoneal filtered dextrose injection of 1 g/kg body mass (Huffman et al., 2016b). Blood glucose was measured immediately pre-injection (time 0) and at 15, 30, 60, 90, and 120 min post-injection.

### Liver histology

To evaluate the effects of 17α-E2 treatment on lipid accumulation and fibrosis, we evaluated fixed liver tissue. Tissues were fixed in 4% PFA for 24 hr, cryo-embedding samples were transferred to 30% sucrose for 72 hr and embedded in OCT, paraffin-embedding samples were transferred to 1X PBS for 48 hr, then to 70% ethanol until embedding. Liver oil-red-O and Masson’s trichrome staining were performed by the Oklahoma Medical Research Foundation Imaging Core Facility using previously reported methodology (Leonard et al., 2018; Mehlem et al., 2013). Oil-red-O (ORO, Sigma-Aldrich, St. Louis, MO) and H and E counterstaining were performed on cryo-embedded tissues, and were imaged within 6 hr of staining. Red lipid stain was blindly quantified from 10 images per animal using ImageJ software and presented as a lipid to total tissue ratio. Masson’s trichrome staining was performed on paraffin embedded liver tissue and was used for qualitative purposes. In brief, slides were stained with Weigert’s Iron Hematoxylin (Sigma-Aldrich, St. Louis, MO), washed, stained with Biebrich Scarlet-Acid Fusion (Sigma-Aldrich, St. Louis, MO), washed, stained with Phosphomolybdic Acid-Phosphotunsctic Acid, and then stained with Aniline Blue (Sigma-Aldrich, St. Louis, MO).

### Liver triglycerides

We evaluated the effects of 17α-E2 treatment on triglyceride accumulation in the liver. Liver samples (∼100 mg) were homogenized on ice for 60 s in 10X (v/w) Cell Signaling Lysis Buffer (Cell Signaling, Danvers, MA) with protease and phosphatase inhibitors (Boston BioProducts, Boston, MA). Total lipid was extracted from the homogenate using the Folch method with a 2:1 chloroform-methanol mixture (Folch et al., 1957). Lipid was dried down using a nitrogen drier at room temperature, and resuspended in 100 µl of 3:1:1 tert-butyl alcohol-methanol-Triton X-100 solution. Final triglyceride concentrations were determined using a spectrophotometric assay with a 4:1 Free Glycerol Agent/Triglyceride Agent solution (Sigma Triglyceride and Free-Glycerol reagents, St. Louis, MO) as previously described (Stout et al., 2011).

### Liver fatty acids

We evaluated the effects of 17α-E2 on hepatic fatty acid content. Liver samples (∼50 mg) were homogenized and on ice for 60 s in 10X (v/w) Cell Signaling Lysis Buffer (Cell Signaling, Danvers, MA) with protease and phosphatase inhibitors (Boston BioProducts, Boston, MA). Total lipid was extracted using a modified Bligh and Dyer method (Bligh and Dyer, 1959) (Sigma-Aldrich, St. Louis, MO). Of 15:0 and 17:0 internal standards, 50 nmol were added and acid hydrolysis/methanolysis was done to generate fatty acid methyl esters (FAMEs) (Agbaga et al., 2018). FAMEs were identified as previously described by GC-MS (Agbaga et al., 2018). A 6890N gas chromatograph with flame ionization detector (GC-FID) (Agilent Technologies) was used to quantify FAMEs (Yu et al., 2012). Standards 15:0 and 17:0 were used to compare and determine sample concentrations. Data is represented as the relative mole percent of each fatty acid.

### Plasma eicosanoids

We evaluated the effects of 17α-E2 treatment on circulating eicosanoids (Supplementary file 3). Plasma eicosanoid analyses were performed by the UCSD Lipidomics Core as described previously (Quehenberger et al., 2010). Eicosanoids were isolated from plasma, extracted, separated using liquid chromatography, and analyzed with mass spectrometry (MDS SCIEX 4000 Q Trap; Applied Biosystems, Foster City, CA) (Quehenberger et al., 2010).

### Real-time PCR

To evaluate alterations in gene expression following 17α-E2 treatment, we performed qPCR for genes related to fibrosis, lipid metabolism, insulin resistance, and glucose metabolism in the liver. Total RNA was extracted using Trizol (Life Technologies, Carlsbad, CA) and was reverse transcribed to cDNA with the High-Capacity cDNA Reverse Transcription kit (Applied Biosystems, Foster City, CA). Real-time PCR was performed in a QuantStudio 12K Flex Real Time PCR System (Thermofisher Scientific, Waltham, MA) using TaqMan Gene Expression Master Mix (Applied Biosystems/Thermofisher Scientific, Waltham, MA) and predesigned gene expression assays with FAM probes from Integrated DNA Technologies (Skokie, Illinois). Target gene expression was expressed as 2^−ΔΔCT^ by the comparative CT method (Livak and Schmittgen, 2001) and normalized to the expression of TATA-Box Binding Protein (TBP) in liver.

### Western blotting

To determine if 17α-E2 altered hepatic insulin sensitivity, we evaluated phosphorylation status of AKT and FOXO1 following an insulin bolus. Liver was homogenized in RIPA Buffer (Cell Signaling, Danvers, MA) with protease and phosphatase inhibitors (Boston Bioproducts, Boston, MA). Total protein was quantified using BCA Protein Assay Reagent Kit (Pierce, Rockford, IL). Proteins were separated on an Any kD Criterion TGX Stain-Free Protein Gel (Biorad, Hercules, CA) at 75V for 150 min in Running Buffer (Cell Signaling, Danvers, MA) and transferred to a 0.2 µm pore size nitrocellulose membrane, (Biorad, Hercules, CA) at 75V for 90 min on ice. Primary antibodies used were pS256 FOX01 (Abcam ab131339, 1:1000), FOX01a (Abcam ab52857, 1:1000), pS473 AKT (Abcam ab81283, 1:3000), pan-AKT (Abcam ab179463, 1:10000), GAPDH (Abcam ab9485, 1:2500). Primary antibody detection was performed with IRDye 800CW Infrared Rabbit (LI-COR Biotechnology, Lincoln, NE) at 1:15,000 concentration. GAPDH was diluted in 5% dry milk (Cell Signaling, Danvers, MA), all other antibodies were diluted in 5% BSA (Cell Signaling, Danvers, MA). Blot imaging was done on Odyssey Fc Imaging System (LI-COR Biotechnology, Lincoln, NE) with a two-minute exposure time at 800λ, and protein detection and quantification were performed using Image Studio Software (LI-COR Biotechnology, Lincoln, NE).

### Statistical analyses

Results are presented as mean ± SEM unless otherwise stated with *p* values less than 0.05 considered to be significant unless otherwise specified. Analyses of differences between groups were performed by two-way ANOVA, two-way repeated measures ANOVA, or Student’s t-test where appropriate using SigmaPlot 12.5 Software. A Benjamini-Hochberg multiple testing correction was applied to the F test result to correct for the number of transcripts, proteins, and fatty acids analyzed.

## Data Availability

Sequencing data has been deposited in GEO under accession code GSE151039. The following dataset was generated: StoutMHawseJFreemanWHadadNMannS2020Assessment of transcriptional ERa activity following exposure to 17a-E2 and 17b-E2NCBI Gene Expression OmnibusGSE151039

How the deposited data were processed for this re-analysis (not part of the article)

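U2OS cells with doxycycline-induced, flag-tagged ERα were treated for 24 h with 10 nM 17α-E2, 100 nM 17α-E2, 10 nM 17β-E2 or ethanol. The series holds 26 samples: 3 RNA-sequencing and 3 ChIP-sequencing samples per treatment and 2 input samples, one of which is labelled with an ERβ construct, and the files do not say which input was used. Samples were grouped by the treatment in their titles. The letters of the RNA columns are not tied to the numbered samples, so that columns were assigned to groups and not to single samples. After group means were removed, libraries of the same letter correlated above 0.1 in every pair only between the doses of 17α-E2 (0.503, 0.364 and 0.608) and between 17β-E2 and vehicle (0.125, 0.610 and 0.544), which comes from the data and not from the labels. The growth protocol in the sample records describes neural cells and not the U2OS cells of the paper.

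For RNA, the authors trimmed the reads with Trimmomatic, aligned them to hg19 with STAR, counted reads per gene with summarizeOverlaps and divided the counts by DESeq2 size factors, as deposited and per the paper. The versions, annotation and strand setting are not stated. The values are thus a signal, gene counts over a size factor per library, and whole reads were recovered for 100% of them. For ChIP, the authors aligned the reads with bowtie2, merged the replicates and called peaks with MACS2 2.1.1.20160309 against input, per the file headers. The deposited pileup of each peak is the tag coverage at its summit, scaled by MACS2 according to the file headers. The deposited fold enrichment is the ratio of that coverage to the local level of the input, as MACS2 made it for the authors. The deposited −log10 q is the authors' Benjamini-Hochberg adjusted Poisson value from MACS2.

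Differences between groups were tested with limma 3.58.1 in R 4.3.3 (trend, two-sided) on log2 of the value plus 1, with all 12 libraries in the fit, for genes with a mean value of at least 10, and adjusted by Benjamini-Hochberg within each comparison at 0.05. Pseudoautosomal copies on the Y chromosome (47 identifiers) were left out. Gene lists, 22 in number, were tested with camera at a correlation of 0.01 and at an estimated correlation. They cover estrogen receptor targets, S phase, G2 and M phases, NF-κB and cytokines, interferon, extracellular matrix, osteoblasts, growth factors, cholesterol, fatty acids, glycolysis, p53, unfolded proteins, nuclear receptors, the paper's liver genes, ribosomal proteins, ribosome biogenesis, mitochondrially encoded genes and markers of epithelial, haematopoietic, endothelial and neural cells. Named genes are the 12 with the largest mean rise and the 12 with the largest mean fall among genes past the threshold in the same direction with all treatments, with a mean of at least 100 and no overlap between treated and vehicle libraries. Up to 4 examples per list, ESR1, ESR2, the paper's liver genes, up to 5 genes of smallest p in each comparison between estrogens, 3 top peaks per list and the first 5 regions of each vehicle sheet of Supplementary file 1, whose values had been seen, were also named.

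Peaks were analysed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pysam 0.24.0. Overlap was counted from 1 bp on, against 10 shuffles within chromosomes. Motifs were searched as words on both strands within 250 bp of the summit, with 1 mismatch allowed in the 10 fixed bases of the ERE, against windows 5000 bp away. Peaks with a masked base at the summit counted as without motif. Genes were taken with flanks of 5 kb and compared with 100 draws of genes matched on expression and length. The ERE, its arm, the ARE and the Esrrb word, the tests of the design, the lists and the rule for names were chosen before the data were examined, while TTGAC, RAR:RXR, AP-1, Erra and SF1 were added after.

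Alternatives included edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, quantile normalization, other pseudocounts and filters, library weights, leaving out each replicate, stricter peaks and other rules of overlap. Removal of GC and length trends, fits without vehicle, fits of the compared groups with the letter as a block and the omission of vehicle library B with library A of 10 nM 17α-E2 were added after seeing the data. The calling of planted changes was tested on simulated data. Fold changes of binding per replicate and the mouse and rat experiments were not analysed here. Supplementary file 1 could be read only in part.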

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

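Of the tests below, those of GC content and of treated-cell RNA in vehicle library B, all tests of the dose pattern, and those of matched genes and of 50 kb flanks were chosen only after the result was seen.

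Signals in genes and motifs the paper does not discuss drew attention. With 17β-E2, 24 genes of ribosome biogenesis were lower and 18 genes of NF-κB and cytokine signaling were higher than in vehicle. An AP-1 motif lay in 30.98% of vehicle peaks, against 13.9% of windows 5000 bp away.

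Vehicle library B stands apart from the other vehicle libraries. Its deviation correlated with exonic GC content at 0.550 across genes, with a median of −1.06 log2 units in the lowest decile of GC content and 1.06 in the highest. Some other libraries had correlations as large in size, such as −0.630 for library C of 10 nM 17α-E2 and 0.618 for library B of 17β-E2. Lower depth is argued against, since the other libraries thinned to its depth still correlated at 0.990. RNA of treated cells is argued against by a median excess of 0% of the treated level over 90 strongly induced genes (highest 2.66%). A fit on GC content and length held 0.373 of the variance of its deviation (R2). On the second component over genes with a mean of at least 10, it lay at 87.5 against −53.9 and −54.9 for the other vehicle libraries. After GC and length trends were removed, it lay at 68.4 against −41.1 and −44.6. A bias with GC content and length stays open as a source of part of the deviation, but these values argue against it as the whole source.

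Induced genes were higher at 100 than at 10 nM 17α-E2, by 0.429 log2 units in the 90 most induced genes. The mean lay farther from vehicle at 100 nM in 10 of 10 groups of genes, all from the same libraries. The libraries of the doses lay apart only in groups that rose by over 3 on the log2 scale. The difference was 0.401 after GC and length trends were removed, 0.451 without library A of 10 nM 17α-E2 and 0.404 after quantile normalization, which argues against these as its whole cause. Leaving out any library gave 0.334 to 0.558, and the libraries of the doses lay apart by 0.0244 at the nearest. The gap is not particular to the change of dose, since 10 nM 17α-E2 also lay nearer vehicle than 17β-E2 at the same dose in 10 of 10 groups, by 0.239 in the most induced, with ranges of libraries that overlap there. After GC and length trends were removed, the difference between the isomers in the most induced group was −0.266 (17α-E2 minus 17β-E2) and the ranges lay apart. That dose sets the size of the response is a hypothesis, found and tested on the same data, and dose alone does not account for this gap between isomers.

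ERα peaks lay at genes that rose and hardly more often at genes that fell than at genes not called. Matched genes not called had a peak in at most 42.7% of cases against 73.4% of genes that rose. Genes that fell by 2 or more on the log2 scale had a peak in 46.0% of cases (122 of 265, 95% interval 40.1 to 52.1), still far below genes that rose. This argues against weak calls as the whole cause. Weak calls may lower the share in part, since 38.2% of the 981 called genes that fell by less than 1 had a peak. Genes that fell by at least 1 with 17β-E2 had one in 45.0% of cases, above their matched draws (at most 42.7%). With flanks of 50 kb, genes that fell exceeded genes not called by 3.21 percentage points and genes that rose by 19.0, against distance as the cause within that range. That genes fall through steps other than binding near them may hold, as a hypothesis that was not tested.

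Against vehicle, 4948, 5341 and 5461 genes passed with 10 nM 17α-E2, 100 nM 17α-E2 and 17β-E2, and the highest other split of the same libraries gave 0 in each case; 1 of 10 splits gave as many, and 10 splits are too few for a share under 0.05. Between estrogens the real count was 0 and the highest other 0 in each comparison, so that 10 of 10 splits gave as many, and the splits are again too few. For 9 estrogen against 3 vehicle libraries 7239 genes passed, with 1103 genes in the highest other of 100 drawn splits, so that only the real split, 1 of 100, gave as many. This argues against a chance split of these libraries. It cannot speak to a difference of culture or handling shared by the vehicle libraries.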

How the results depend on the processing

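The removal of GC and length trends, fits without vehicle, fits and intervals of the compared groups with or without the letter as a block (but not the unblocked counts of genes), weights gene by gene, DESeq2 on all genes, rlog and the omission of vehicle library B with library A of 10 nM 17α-E2 were chosen after seeing the data.

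Over the alternatives set beforehand, 354 results of named genes kept direction and side of the threshold in 5763 cases, lost the threshold in 132, gained it in 74 and reversed in 3, and 66 list results did so in 491, 27, 10 and 0 cases. With library weights SREBF1 reversed to 0.36 and 0.29 (10 and 100 nM 17α-E2) and TNFRSF1A to 0.23 (100 nM 17α-E2). Those weights gave 10218, 11014 and 12824 genes against vehicle and 1000, 4473 and 33 between estrogens, and weights gene by gene 8305, 10067 and 10661 against vehicle and 768 between 100 nM 17α-E2 and 17β-E2. The fit of only 10 nM 17α-E2 and vehicle gave 2982. Removal of GC and length trends with the compared groups or with the estrogens in the fit, and the fit of estrogens alone, each gave 1 gene between the isomers at 10 nM. Between doses, DESeq2 gave 11 genes, 12 on all genes, and trend removal in the estrogens 14. Without each replicate the counts ran from 3938 to 6386, 4297 to 6748 and 4184 to 6435 against vehicle and were 0 between estrogens. Quantile normalization with 100 nM 17α-E2 gave 45.7% of calls higher, and put the median gene at −0.110 with 17β-E2 and −0.108 with 100 nM 17α-E2. The cause was not tested.

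The letters do not pair the libraries over all groups: 11 of 18 pairs of the same letter correlated above 0.1 after group means were removed (median 0.229), and 12 of 36 other pairs did (median −0.0812). Of 12 libraries, 8 correlated best with their own letter. With the letter as a block, 5525, 5920 and 6111 genes passed against vehicle and 0 between estrogens, and with trend removal 6842, 7265 and 7452. In the paired fit of only the compared groups, 2074, 3067 and 4745 genes passed against vehicle, 1 between the isomers at 10 nM (1 with trend removal), 0 between 100 nM 17α-E2 and 17β-E2 and 51 between the doses (85 with trend removal). The paired response differed between the doses by 0.198 with an interval that left out 0, and from the compared groups alone, without pairs, the same held between the isomers at 10 nM (−0.147). The cause was not tested.

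The response differed by −0.160 between the isomers at 10 nM after quantile normalization, and by 0.0818 (100 nM 17α-E2 and 17β-E2) and 0.191 (doses) without vehicle B and library A of 10 nM 17α-E2, with intervals that left out 0. Without each replicate the differences ran from −0.171 to −0.102, 0.0496 to 0.0828 and 0.129 to 0.244. An estimated correlation left 3, 3 and 3 lists. Without each vehicle replicate 6 to 7, 5 to 9 and 5 to 7 lists passed. The components held 61.5% and 21.5% at pseudocount 8, 68.7% and 19.6% at a mean of at least 10, 95.8% and 2.09% over 500 genes, 28.3% and 19.0% at unit variance, 76.0% and 12.6% with trends removed, 56.5% and 21.5% with rlog and 96.2% and 1.80% with rlog over 500 genes. Without each vehicle replicate they held 43.7% to 44.4% and 10.4% to 14.7%. The cause was not tested.

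At −log10 q of 10, 5950, 18519, 19952 and 19903 peaks stayed in vehicle, 10 nM and 100 nM 17α-E2 and 17β-E2. Percentages of overlapping peaks at −log10 q of 10 in the list counted were 99.7 (vehicle in 10 nM 17α-E2), 99.6 (vehicle in 100 nM 17α-E2), 99.5 (vehicle in 17β-E2), 50.6 (10 nM 17α-E2 in vehicle), 99.8 (10 nM 17α-E2 in 100 nM 17α-E2), 99.8 (10 nM 17α-E2 in 17β-E2), 46.9 (100 nM 17α-E2 in vehicle), 99.2 (100 nM 17α-E2 in 10 nM 17α-E2), 99.6 (100 nM 17α-E2 in 17β-E2), 46.8 (17β-E2 in vehicle), 99.1 (17β-E2 in 10 nM 17α-E2) and 99.6 (17β-E2 in 100 nM 17α-E2). Percentages of overlapping peaks at that q in both lists were 30.8 (10 nM 17α-E2 in vehicle), 28.5 (100 nM 17α-E2 in vehicle), 85.8 (100 nM 17α-E2 in 10 nM 17α-E2), 90.1 (100 nM 17α-E2 in 17β-E2), 28.6 (17β-E2 in vehicle), 85.6 (17β-E2 in 10 nM 17α-E2) and 90.3 (17β-E2 in 100 nM 17α-E2). Percentages of overlapping peaks by reciprocal overlap of 50% were 74.0 (vehicle in 10 nM 17α-E2), 69.5 (vehicle in 100 nM 17α-E2), 70.4 (vehicle in 17β-E2), 26.03 (10 nM 17α-E2 in vehicle), 89.4 (10 nM 17α-E2 in 100 nM 17α-E2), 89.2 (10 nM 17α-E2 in 17β-E2), 23.0 (100 nM 17α-E2 in vehicle), 84.3 (100 nM 17α-E2 in 10 nM 17α-E2), 87.9 (100 nM 17α-E2 in 17β-E2), 23.4 (17β-E2 in vehicle), 84.4 (17β-E2 in 10 nM 17α-E2) and 88.2 (17β-E2 in 100 nM 17α-E2). Percentages of overlapping peaks by summits within 100 bp were 90.8 (vehicle in 10 nM 17α-E2), 89.9 (vehicle in 100 nM 17α-E2), 90.3 (vehicle in 17β-E2), 32.0 (10 nM 17α-E2 in vehicle), 85.7 (10 nM 17α-E2 in 100 nM 17α-E2), 85.8 (10 nM 17α-E2 in 17β-E2), 29.8 (100 nM 17α-E2 in vehicle), 80.8 (100 nM 17α-E2 in 10 nM 17α-E2), 83.7 (100 nM 17α-E2 in 17β-E2), 30.1 (17β-E2 in vehicle), 81.2 (17β-E2 in 10 nM 17α-E2) and 84.0 (17β-E2 in 100 nM 17α-E2). Percentages of overlapping peaks among equal numbers of top peaks were 72.6 (vehicle in 10 nM 17α-E2), 70.5 (vehicle in 100 nM 17α-E2), 70.0 (vehicle in 17β-E2), 70.5 (10 nM 17α-E2 in vehicle), 90.6 (10 nM 17α-E2 in 100 nM 17α-E2), 90.6 (10 nM 17α-E2 in 17β-E2), 68.0 (100 nM 17α-E2 in vehicle), 90.2 (100 nM 17α-E2 in 10 nM 17α-E2), 90.8 (100 nM 17α-E2 in 17β-E2), 67.6 (17β-E2 in vehicle) and 90.2 (17β-E2 in 10 nM 17α-E2). The cause was not tested.

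Within 50 bp of the summit, the TGACC arm with 10 nM 17α-E2 differed from vehicle by −5.21 points, past the threshold, and Esrrb differed by −0.374, −0.439 and −0.442. Among top peaks the arm reversed to 0.189 (100 nM 17α-E2) and 0.0944 (17β-E2). At −log10 q of 10 the excess of peaks at genes that fell was 2.08 (10 nM) and 1.84 points (100 nM 17α-E2), no longer past the threshold. In 146 cases ChIP results stayed alike. The cause was not tested. In simulated data with 50 of 16452 genes changed by each fold, 10% of genes changed 2-fold against vehicle were called and 84% of genes changed 4-fold. Far more genes changed in the real comparison with vehicle, which makes the adjusted threshold less strict there. With 17β-E2, 1000 genes that fell and 669 that rose by at most 2-fold passed. The simulated shares thus do not describe the real comparison with vehicle.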

Differences from the paper's values

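The paper gives 70.6% of the variance to the first principal component, against 45.3% here. Of the alternatives set before the data were examined, pseudocount 8 (61.5%) and a mean of at least 10 (68.7%) come within 1.5 times of the paper's value from below, the 500 most variable genes do so from above and are as far from it in points as the main setting (95.8%), and the gap stays at unit variance (28.3%) and without each vehicle replicate (43.7% to 44.4%). With rlog of all genes, the paper's transform, chosen after seeing the values, it was 56.5%, and with GC and length trends removed, also chosen after seeing the values, 76.0%.

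The paper's shares of peaks with an Esrrb motif are 20.83% in vehicle, 17.61% with 10 nM and 17.61% with 100 nM 17α-E2 and 17.48% with 17β-E2, against 4.12%, 3.74%, 3.65% and 3.64% here. The paper's ARE shares are 5.71%, 5.04%, 5.04% and 4.99% in the same order, against 1.49%, 1.53%, 1.51% and 1.496%. None of the alternatives set before the data were examined closes either gap, but only equal numbers of top peaks could have: windows of 100 bp can only lower a share, and GC-matched windows leave the share of peaks unchanged. The paper's Erra shares are 42.95%, 38.12%, 38.34% and 37.97%, against 1.89%, 1.85%, 1.89% and 1.91%, and its shares of the RAR:RXR motif with arms 5 bp apart are 2.16%, 1.47%, 1.38% and 1.35%, against 2.36%, 2.18%, 2.08% and 2.17%, more than 1.5 times apart only with 100 nM 17α-E2 and 17β-E2. The paper's other RAR:RXR motif, with arms side by side (6.06%, 4.94%, 4.75% and 4.81%), was not searched here. No alternative was set for these motifs. The paper searched matrices and the values here are from words.

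For the share of peaks with an ERE in vehicle against each estrogen, the paper's adjusted p is 1, 1 and 1, against 5.4e-13 (10 nM 17α-E2), 5.2e-16 (100 nM 17α-E2) and 2.4e-16 (17β-E2) here. The shares themselves fall in the same direction in both: the paper's are 25.26% in vehicle, 20.71% with 10 nM 17α-E2, 20.09% with 100 nM 17α-E2 and 20.45% with 17β-E2, against 18.3%, 15.2%, 14.8% and 14.8% here. The paper used a hypergeometric test for these pairs, and the p-values here are from Fisher's exact test, two-sided. Both tests rest on the same distribution, so their names do not account for the gap. The paper does not say whether its test was one-sided or two-sided. None of the alternatives set before the data were examined (no mismatch, 2 mismatches, 100 bp windows, equal numbers of top peaks) closes this gap. Each kept the two-sided test, so they cannot tell whether the form of the test made it.

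The paper reports no gene between the estrogen treatments. The paired fit of the dose groups, chosen after seeing the data, gave 51 genes between them. DESeq2 here gave 11 genes between the doses of 17α-E2, and 12 on all genes, a setting chosen after seeing the data, while it gave 0 between the isomers, and limma with equal weights of libraries in the fit of all groups and edgeR gave 0 in each comparison.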

Other observations

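The tests of AP-1, of estrogen peaks with and without a vehicle peak and of lists without vehicle library B at an estimated correlation were chosen only after the result was seen. Of 11 endothelial markers, 6 passed the filter on mean level, KDR only by its level with estrogen (8.20 normalized counts in vehicle). VWF rose by 7.16 on the log2 scale with 17β-E2, ERG by 3.13 and KDR by 2.66, while ROBO4 fell by 2.03 (3 higher and 1 lower of 6, camera adjusted p = 0.0424, and 0.245 with an estimated correlation). Of 18 haematopoietic markers, 5 passed the filter, CD79A and LYZ only by their level with estrogen (5.00 and 0.930 normalized counts in vehicle, 62.3 and 21.4 with 17β-E2), so that the list test (4 higher of 5, camera adjusted p = 0.0258, and 0.138 with an estimated correlation) cannot be read as a move of these markers. PDK4, a switch from glucose to fat use, rose by 4.82 and DGAT2 by 3.66. RUNX2, the regulator of osteoblast fate, fell by 2.64, while PTH1R rose from 5.84 to 71.0 normalized counts. TGFB2 and IGFBP5 fell by 3.57 and 3.22, and IGF2 rose by 2.97. GPER1, the membrane estrogen receptor, rose by 4.70, and FOXA1, which opens chromatin for ERα, by 3.00.

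ESR1, which the construct supplies, was not called, with log2 fold changes of 0.41, 0.33 and 0.24 (10 nM and 100 nM 17α-E2, 17β-E2, adjusted p = 0.18, 0.27 and 0.42). ESR2 rose from 7.45 normalized counts by 1.98, 1.95 and 2.21 (adjusted p = 0.016, 0.016 and 0.0080), and by 1.28, 1.26 and 1.51 without vehicle library B, which held 1 read of it. Of the human counterparts of the paper's liver genes, FST and PPARA rose by 1.91 and 1.71 with 17β-E2, and CCL2, MMP1, FASN, INHBE and COL1A1 fell by 2.43, 1.63, 1.18, 1.15 and 0.74. SREBF1, CDKN1A, GDF15, TNFRSF1A, PKM and TBP were not called.

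With 17β-E2 these lists did not pass the threshold, given as genes higher and lower of those tested with the camera adjusted p: growth factors 8 and 16 of 40 (0.069), p53 targets 2 and 8 of 25 (0.0632), neural markers 1 and 4 of 9 (0.144), the paper's liver genes 2 and 5 of 13 (0.195), nuclear receptors 8 and 5 of 34 (0.197), osteoblasts 6 and 10 of 23 (0.403), extracellular matrix 10 and 14 of 37 (0.500), epithelial markers 2 and 4 of 7 (0.500), fatty acids 10 and 5 of 34 (0.547), interferon 3 and 2 of 21 (0.772), unfolded proteins 3 and 2 of 28 (0.772), mitochondrially encoded genes 0 and 0 of 13 (0.772), S phase 1 and 3 of 35 (0.780), G2 and M phases 2 and 1 of 36 (0.828) and cholesterol 5 and 3 of 24 (0.922). Without vehicle library B the p53 targets passed, with 3 and 12 (0.0230, but adjusted p = 0.101 with an estimated correlation), and the counts were 7 and 2 for unfolded proteins, 4 and 3 for S phase, 5 and 5 for interferon, 12 and 6 for nuclear receptors, 2 and 4 for neural markers, 1 and 2 for G2 and M phases and 3 and 1 for cholesterol, and no other of these lists passed. Vehicle library B lay off the other vehicle libraries by a median of 0.92 for epithelial markers, 0.80 for neural markers, 0.56 for the liver genes, −0.57 for interferon and −0.72 for G2 and M phases.

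AP-1 motifs lay in 25.5%, 24.6% and 24.2% of peaks with 10 nM 17α-E2, 100 nM 17α-E2 and 17β-E2. Estrogen peaks that overlapped a vehicle peak held one in 30.9% of cases, against 22.8%, 21.6% and 21.1% of the others (Fisher's exact test, p = 9.4e-52, 4.4e-69 and 4.4e-77). They also held an ERE in 18.7% of cases, against 13.4%, 13.1% and 12.9% of the others.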
